# Rb‐independent E2F3 promotes cell proliferation and alters expression of genes involved in metabolism and inflammation

**DOI:** 10.1002/2211-5463.12306

**Published:** 2017-09-12

**Authors:** Yang Liao, Wei Du

**Keywords:** E2F, E2F3^LQ^, inflammation, metabolism, retinoblastoma, retinoblastoma‐independent E2F

## Abstract

E2F transcription factors are key targets of the retinoblastoma (Rb) tumor suppressor. Despite extensive studies, the *in vivo* consequences of disrupting the interaction between Rb and an individual E2F are not clear. Here, we report an E2F mutation that interfered with binding to Rb family proteins without significantly affecting protein level or transactivation function. Characterization of mouse embryonic fibroblasts with this Rb‐independent E2F3^LQ^ mutation revealed that disrupting the Rb and E2F3 interaction increased cell proliferation, allowed cells to accumulate to higher density, and significantly altered expression of genes involved in metabolism, inflammation, immunity, and response to stress. These results suggest that the Rb‐independent E2F^LQ^ mutations might provide useful tools to investigate the *in vivo* consequences of disrupting the interactions between Rb and E2F.

**Abbreviations**
DMEM: Dulbecco's modified Eagle's medium
IP: immunoprecipitation
MEFs: mouse embryonic fibroblasts
Rb: retinoblastoma

The retinoblastoma (Rb) tumor suppressor is a member of the Rb family that is often inactivated in cancers. The functions of Rb are believed to be mediated by the binding of Rb to a large number of cellular targets, particularly the E2F family of transcription factors 1. The E2F proteins can be subdivided into three groups: activating, repressive, and Rb‐independent 2, 3. There are three activating E2Fs (E2F1–3) in mammalian systems but only one activating E2F (dE2F1) in *Drosophila*. Generally speaking, Rb regulates E2F target gene expression both by binding to E2F, particularly the activating E2F proteins, and by recruiting the chromatin‐modifying enzymes to regulate target gene expression 4. Genome‐wide studies have revealed diverse functions of E2F targets, including DNA replication and repair, cell cycle regulation, cell cycle checkpoint, cell death, differentiation 5, 6.

While the large numbers of E2F targets potentially explain the diverse functions of Rb in the cell, particularly those related to the cell cycle, there are conflicting results about the roles of free E2F proteins (E2F proteins that were not bound by the Rb proteins) and their contribution to Rb inactivation‐induced developmental and tumor phenotypes. On the one hand, removing the transcriptional activation function of dE2F1 has been shown to rescue the lethality of fly Rb (*rbf*) mutant, resulting in the development of adult flies with normal‐looking appendages 7. Similarly, inactivation of either E2F1 or E2F3 can partially suppress the developmental defects of Rb^−/−^ mice phenotypes and suppress the pituitary tumor incidence of Rb^+/−^ mice 8, 9, 10, 11. Furthermore, the Rb1^R654W/+^ mutation, which corresponds to the Rb^R661W^ mutation identified from low penetrance Rbs, reduced the ability to bind E2F and promoted pituitary tumor development similar to the Rb^+/−^ mutation 12, 13, 14. These results suggest that inhibition of E2F activity is the critical function of Rb in normal and cancer development in both fly and mammalian systems. On the other hand, loss of either E2F1 or E2F3 in mice can also promote the development of certain cancers, suggesting that the activating E2F proteins also have tumor suppressor function 9, 11. In addition, the Rb^∆G^ mutation, which disrupts the binding between Rb and the E2F transcription activation domain, does not cause spontaneous tumor development despite deregulated E2F target gene expression and accelerated G1/S transition after serum induction 15. As cells with Rb mutations will have multiple free activating E2F, loss of Rb and repressive E2F4 complex, increased expression of Rb family member p107, which can bind activating E2F proteins in the absence of Rb 15, 16, we still do not know the exact *in vivo* consequences of having individual free activating E2F despite extensive studies of the Rb and E2F proteins. One approach to study the role of free E2F *in vivo* is to use E2F mutations that specifically disrupt the interaction with the Rb family of proteins without other effects. However as the Rb binding domain of E2F overlaps with its transcription activation domain 17, such E2F mutants can be difficult to identify.

dE2F1^su89^ was identified as an allele of dE2F1 that suppressed phenotypes of RBF overexpression 18. Sequence analysis revealed that dE2F1^su89^ has a point mutation in the conserved Rb binding domain of dE2F1 that changes a conserved Leu to Gln. Because the Rb binding domain of E2F overlaps with the transcription activation domain, mutations in this domain often also impacted the ability of E2F to activate transcription. Interestingly, the dE2F1^su89^ mutation disrupts dE2F1's interaction with RBF without affecting the transcription activation function and causes deregulated E2F target expression, particularly in regions with high dE2F1 levels such as the morphogenetic furrow of developing eye disk 18. Therefore, dE2F1^su89^ lost its regulation by RBF, which we referred to as Rb family‐independent E2F. As dE2F1^su89^ contains a single point mutation of the conserved L786 in the Rb binding domain of dE2F1, it is likely that the same point mutation in the corresponding mammalian activating E2F proteins will also generate the mammalian Rb‐independent E2Fs, which potentially provide ideal tools to characterize the consequences of disrupting the interactions between an individual E2F and the Rb family of proteins without affecting the function of other Rb targets.

In this study, we introduced the LQ mutation into the Rb binding domain of mammalian activating E2F proteins and showed that the LQ mutation impairs the ability of E2F proteins to bind Rb binding without significantly affecting the protein levels or the ability to activate transcription. We further introduced the LQ mutation into mouse E2F3, generated the corresponding E2F3^LQ^ mouse embryonic fibroblasts (MEFs), and characterized the consequences of having the Rb family‐independent E2F3 at cellular level.

## Materials and methods

### Plasmid construction

To make p107 (aa379–1104) expression construct, p107 (aa379–1104) was amplified by the primers p107 forward: 5′‐GGCGGATCCGAAAGAAGCAGTCATTACTCC‐3′ and p107 reverse: 5′‐GGCGGATCCCCTTACCTTAGAAGGGCTGC‐3′. The PCR fragments were digested and cloned into pET15b vector (Novagen, Billerica, MA, USA).

To make E2F1 L415Q‐mutant construct, fragment N was amplified by primers CMV forward: 5′‐CCTACAGCTCCTGGGCAACG‐3′ and E2F1 L415Q‐mutant reverse: 5′‐GCCCTCCTCCTGGCCGAAGTGG‐3′. Fragment C was amplified by primers E2F1 L415Q forward: 5′‐CCACTTCGGCCAGGAGGAGGGC‐3′ and CMV reverse: 5′‐AAGTCAAGGCTTTTCTATGG‐3′. The whole mutant fragment was amplified using fragment N and C mixture as a template by the CMV primers. The final PCR product was digested by *Bam*HI and ligated into vector pCMV‐HA‐Bam. The wild‐type (WT) E2F1 was amplified by CMV primers and cloned into pCMV‐HA‐Bam vector.

For E2F2 L416Q construct, fragment N was amplified by primers E2F2 forward: 5′‐GACGGATCCATGCTGCAAGGGC‐3′ and E2F2 L416Q‐mutant reverse: 5′‐CACCCGCCTCCTGGCCCCACAGG‐3′. Fragment C was amplified by E2F2 L416Q‐mutant forward: 5′‐CCTGTGGGGCCAGGAGGCGGGTG‐3′ and pGEX‐2T *Bam*HI reverse: 5′‐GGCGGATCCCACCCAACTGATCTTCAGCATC‐3′. The whole mutant fragment was amplified using fragment N and C mixture as a template by the primers E2F2 forward and pGEX‐2T *Bam*HI reverse. The final PCR product was digested by *Bam*HI and cloned into pCMV‐HA‐Bam vector. The E2F2 was amplified by primers E2F2 forward and pGEX‐2T *Bam*HI reverse and cloned into pCMV‐HA‐Bam vector.

For E2F3 L438Q construct, fragment N was amplified by primers E2F3a CDS forward: 5′‐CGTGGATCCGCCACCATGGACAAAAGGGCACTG‐3′ and E2F3a L438Q‐mutant reverse: 5′‐CCTCCTCCCCCTGGCTCAGGAGATAG‐3′. Fragment C was amplified by E2F3a L438Q‐mutant forward: 5′‐CTATCTCCTGAGCCAGGGGGAGGAGG‐3′ and pGEX‐2T *Bam*HI reverse. The whole mutant fragment was amplified using fragment N and C mixture as a template by the primers E2F3a CDS forward and pGEX‐2T *Bam*HI reverse. The final PCR product was digested by *Bam*HI and cloned into pCMV‐HA‐Bam vector. The E2F3 was amplified by the primers E2F3a CDS forward and E2F3a CDS reverse: 5′‐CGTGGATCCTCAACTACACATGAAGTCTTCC‐3′. The PCR product was digested by *Bam*HI and cloned into pCMV‐HA‐Bam vector. All above constructs were verified by sequencing.

GST‐pRb (aa379–928) is from the previous study 19.

### Generation of *E2F3* ^*LQ/+*^ mice

To generate E2F3^LQ^‐knockin mice, C57B6/T mouse ES cells were electroporated with the E2F3 targeting vectors shown in Fig. 3A. ES cells were selected by G418 by Southern blotting. Southern blot probes were generated from PCR amplification. Primers used: 5′ probe forward: 5′‐AGACCAGCCCTTCTACATAATGAG‐3′, 5′ probe reverse: 5′‐TGGACTCTCTTCTTCAAATCTCAGG‐3′; 3′ probe forward: 5′‐TTCTGCTGCTCGAAGCTGTTG‐3′, 3′ probe reverse: 5′‐ACCTGACCGCATCCTGAGAAG‐3′. The ES clones with the desired E2F3 mutation were injected into blastocysts in the transgenic core facility to generate chimeras, which were back‐crossed to generate mice with germline transmission. Germline‐transmitted mice were bred with *Mox2Cre* mice 20, to remove the floxed neocassette and generate mice with only the targeted E2F3^LQ^ mutation. To further validate the mutations introduced in E2F3^LQ^ mice, we sequenced E2F3 mRNA from *E2F3* ^*LQ/LQ*^ MEFs derived from the mice, and only the desired point mutations were found. The offspring were genotyped by PCR. The following primers were used: E2F3 LQ forward: 5′‐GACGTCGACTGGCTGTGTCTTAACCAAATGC‐3′, E2F3 LQ reverse: 5′‐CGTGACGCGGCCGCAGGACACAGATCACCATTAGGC‐3′; Cre common primer: 5′‐GGGACCACCTTCTTTTGGCTTC‐3′, Cre WT primer: 5′‐AAGATGTGGAGAGTTCGGGGTAG‐3′, Cre‐mutant primer: 5′‐CCAGATCCTCCTCAGAAATCAGC‐3′. All animals were housed and treated in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Chicago.

### Generation of *E2F3* ^*LQ/LQ*^ MEFs and cell culture

Mouse embryonic fibroblast cells were isolated from 13.5‐day‐old embryos from *E2F3* ^*LQ/+*^ mice intercross according to the standard procedures. MEF and HEK293 cells (ATCC) were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% heat‐inactivated FBS and 50 units·mL^−1^ penicillin/streptomycin.

### Protein purification

GST‐pRb was purified as described 21. Purified protein was dialyzed for 2 h at 4 °C in dialysis buffer (25 mm Tris pH 7.5, 50 mm NaCl, 1 mm EDTA, 1 mm DTT, 10% glycerol). The concentration was determined by the OD280 and the calculated protein extinction coefficients. The protein was aliquoted and kept at −80 °C.

HIS‐p107 construct was transformed into BL21 (DE3). The single colonies were inoculated and grown at 30 °C. Bacteria pellet was resuspended in lysis buffer (50 mm NaH_2_PO_4_, 300 mm NaCl, 10 mm imidazole, pH 8.0). After sonication, the supernatant was incubated with NI‐NTA beads for 2 h. The mixture was loaded into a disposable column. After washing with wash buffer (50 mm NaH_2_PO_4_, 300 mm NaCl, 20 mm imidazole, pH 8.0), HIS‐tagged proteins were eluted with elution buffer (50 mm NaH_2_PO_4_, 300 mm NaCl, 250 mm imidazole, pH 8.0). The eluted protein was then dialyzed and determined as GST‐pRb protein.

### Fluorescence polarization binding assay

The fluorescence polarization assay was carried out according to Ref. 22. Briefly, Tamra‐labeled E2F1 WT peptide (5‐TAMRA‐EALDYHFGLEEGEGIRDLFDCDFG; United BioSystems, Herndon, VA, USA) and E2F1‐mutant peptide (5‐TAMRA‐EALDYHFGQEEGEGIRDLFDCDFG; Peptide 2.0, Chantilly, VA, USA) were dissolved in assay buffer (20 mm HEPES, 100 mm KCl, 0.1% Tween‐20, 5 mm DTT, pH 7.8), diluted to 100 nm, and plated into black 384‐well plates (Thermo Fisher Scientific, Waltham, MA, USA) at 1 μL per well. Purified proteins were serially diluted 1 : 2 into buffer for 11 times. For the interaction assay, 9 μL of each protein concentrations was added to the peptide‐containing 384‐well plates resulting in a final volume of 10 μL. The samples were incubated for 20 min in the dark at room temperature, and fluorescence polarization was measured by Analyst GT multimode reader (Molecular Devices, Sunnyvale, CA, USA) with excitation and emission wavelengths of 530 nm and 590 nm, respectively. Experimental values were output as millipolarization units and imported into Excel file where Michaelis–Menten kinetics equation was used to determine dissociation constants (*K*_d_) for each protein/peptide pairing by least‐squares nonlinear regression.

### Transient transfection

Cells from the exponential growth phase were seeded into plates the day before transfection. The cells were transfected by calcium phosphate coprecipitation method or PolyJet (SignaGen Laboratories, Rockville, MD, USA). After the cells were exposed to the transfection mixture for 6 h, the medium was replaced with fresh medium. The cells were incubated for 48 h before the cells were harvested for assay.

### Transcriptional reporter assay

Cells were plated into 24‐well plate to reach 70% confluence. The cells were transfected with indicated transfection mixture. Cell extracts were prepared at 48 h post‐transfection, and the luciferase activity was measured using Dual Luciferase Reporter Assay System (Promega, Madison, WI, USA) according to the manufacturer's protocol. Luciferase activity was read on a BD Monolight 3010 Luminometer (BD Biosciences, San Jose, CA, USA). All data points presented are the average measurement of three independent transfections.

### Western blot and IP

For western blot, cell or tissue samples were lysed in RIPA buffer (50 mm Tris/HCl pH 8.0, 150 mm NaCl, 0.1% SDS, and 0.5% Na deoxycholate, 1% NP‐40) with fresh proteinase inhibitor. Western blot data were acquired using a Li‐Cor Odyssey image reader. The following antibodies were used: β‐actin (AC‐15, dilution 1 : 3000; Santa Cruz, Dallas, TX, USA), E2F3 (C‐18, dilution 1 : 1000; Santa Cruz), pRb (4.1, 1 : 10; Hybridoma bank, Iowa City, IA, USA), HA (12CA5, dilution 1 : 10), goat anti‐mouse IRDye (dilution 1 : 10 000; Li‐Cor, Lincoln, NE, USA).

For immunoprecipitation (IP) experiments, cells were lysed in NP40 buffer (50 mm Tris/Cl pH 8.0, 150 mm NaCl, 5 mm EDTA, 15 mm MgCl_2_, 1 mm DTT, 0.1 mm NaF, 1% NP‐40) with fresh protease inhibitors. The clear supernatant was incubated with primary antibody for 2 h at 4 °C. After incubation, prewashed Protein G beads (GE healthcare, Little Chalfont, UK) were added to the samples, and the mixture was incubated for additional 2 h at 4 °C. After the incubation, the beads were intensely washed. Then, the beads were mixed with loading buffer and boiled for western blot.

### BrdU labeling

Passage 4 MEF cells were plated on coverslips in six‐well plates. After 48 h, the cells were washed twice with 1× PBS and then incubated in DMEM containing 0.1% FBS for 72 h. Then, the cells were fed with DMEM containing 10% FBS. At each time point, the cells were incubated with medium containing 3 mg·mL^−1^ BrdU for 2 h at 37 °C. The cells were fixed and permeabilized as described 23. After denaturing DNA with 2 N HCl, the cells were incubated with mouse anti‐BrdU antibody (G3G4, dilution 1 : 20, Hybridoma Bank). FITC anti‐mouse secondary antibody (dilution 1 : 200, Jackson ImmunoResearch, West Grove, PA, USA) was used for detection.

### Cell cycle analysis

Cells were collected and fixed in cold 70% ethanol. The fixed cells were treated with RNase for 30 min and then stained with propidium iodide (PI) solution (Sigma, St. Louis, MO, USA) at room temperature. Approximately 10 000/sample cells were analyzed using LSRII 3–8 flow cytometer and facsdiva software (BD Biosciences, San Jose, CA, USA).

### RNA isolation and qRT‐PCR

Total RNA was isolated from cells or mouse tissue using TRIzol (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions. 2 μg of total RNA was reverse‐transcribed using M‐MLV reverse transcriptase (Promega) and random primers. PCR was performed in triplicate using SYBR green mix (Biotool, Houston, TX, USA) qPCR condition used: 3 min at 95 °C followed by 45 cycles of 95 °C for 20 s, 60 °C for 30 s, and 65 °C for 1 min. The primers are listed in Table S3.

### Microarray analysis

Cells were cultured and collected in the indicated condition. Total RNA was extracted with miRNeasy Mini Kit (Qiagen, Hilden, Germany). Microarray was carried out with Illumina Mouse WG‐6 array at the functional genomics facility at the University of Chicago. Illumina GenomeStudio module for gene expression analysis was used to analyze the microarray data.

The microarray data have been deposited to the GEO database. Accession number is GEO GSE102379.

### Statistics

*P* values were determined using the Student's unpaired *t*‐test.

## Result and Discussion

### An L‐to‐Q mutation in the conserved Rb binding domain impairs the binding between E2F1 peptide and the Rb family proteins

Alignment of the Rb binding domain of E2F revealed that the Leu mutated in dE2F1^su89^ is highly conserved in all the activating and repressive E2F proteins (Fig. 1A) 18. Our previous report showed that the LQ mutation disrupted the interaction between fly dE2F1 and fly Rb without significantly affecting dE2F1 protein levels, the binding to dDP, and the ability to activate transcription 18. Indeed, dE2F1^su89^ can activate E2F target gene expression even in the presence of overexpressed fly Rb. Therefore, the LQ mutation in dE2F1^su89^ renders it Rb‐independent. We hypothesized that the same LQ mutation in the conserved mammalian activating E2F proteins may have similar effects.

**Figure 1:**
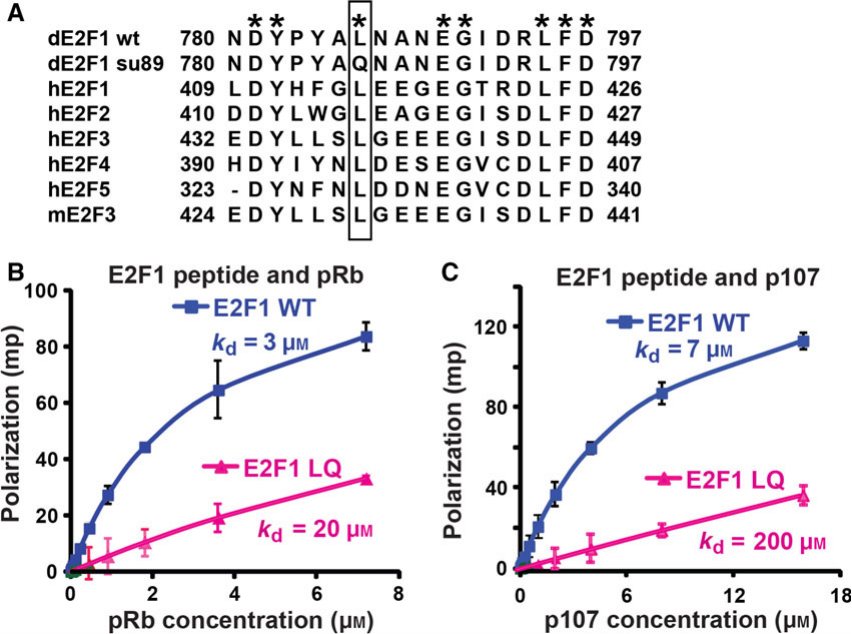
Mutation of the conserved L to Q in Rb binding domain of E2F1 significantly impaired the interaction with both Rb and the Rb family protein p107. (A) Sequence alignment of the Rb binding domain of E2F proteins. The conserved amino acids were labeled with star. The conserved leucine mutated in E2F^su89^ mutant is shown in rectangle. dE2F1 wt, wild‐type Drosophila E2F1; dE2F1 su89, Drosophila E2F^su89^ mutant; hE2Fs, human E2Fs; mE2F3, mouse E2F3. (B,C) Fluorescence polarization assays to determine the binding between TAMRA‐labeled E2F1 WT or L415Q peptide (LQ) and natively purified Rb family proteins pRb (B) or p107 (C). Experimental values were shown as millipolarization units (mp). Michaelis–Menten kinetics equation was used to determine the *K*_d_ for each protein/peptide pairing by least‐squares nonlinear regression.

To characterize the effects of the LQ mutation in mammalian E2F proteins, we first compared the effect of this LQ mutation on the binding between the E2F1 C‐terminal peptides and Rb family proteins using the fluorescence polarization binding assay 24. Synthesized TAMRA‐labeled WT or L415Q‐mutant E2F1 peptides were incubated with purified Rb family proteins pRb or p107 and the level of fluorescence polarization was determined. The *K*_d_ was calculated and used for comparing the binding activity. Consistent with the fact that E2F1 binds preferentially to Rb than to p107 25, the *K*_d_ between WT E2F1 peptide and pRb was around 3 μm, while the *K*_d_ between WT E2F1 peptide and p107 was 7 μm (Fig. 1B,C). Interestingly, the *K*_d_ between the LQ‐mutant peptide and Rb was 20 μm (Fig. 1B), indicating that the LQ mutation significantly interfered the binding between the E2F1 peptide and Rb protein *in vitro*. Furthermore, the *K*_d_ between the E2F1 LQ‐mutant peptide and p107 was 200 μm (Fig. 1C), indicating that the LQ mutation has even more dramatic effect on the binding of E2F1 to the Rb family protein p107. Therefore, the LQ mutation significantly interferes the interaction between the E2F1 peptide and Rb family proteins *in vitro*.

### The L‐to‐Q mutation interferes the binding between all the activating E2F proteins and Rb

There are three activating E2F proteins, E2F1–3, in mammalian cells. To further characterize whether the same LQ mutation affects the binding of these activating E2F with Rb in the context of full‐length E2F proteins, we generated full‐length human E2F1^L415Q^‐, E2F2^L416Q^‐, and E2F3^L438Q^‐expressing constructs as well as the corresponding WT controls. HEK293T cells were cotransfected with Rb and WT or mutant E2F^LQ^ constructs and the binding between Rb and E2F was determined by IP and western blot experiments. As shown in Fig. 2A–C, while WT and LQ‐mutant forms of E2F were expressed at similar levels, WT but not the LQ‐mutant forms of E2F1, 2, and 3 were significantly brought down by Rb IP (Fig. 2A–C). Therefore, the LQ mutation interfered the binding between Rb and all the activating E2Fs in the full‐length context.

**Figure 2:**
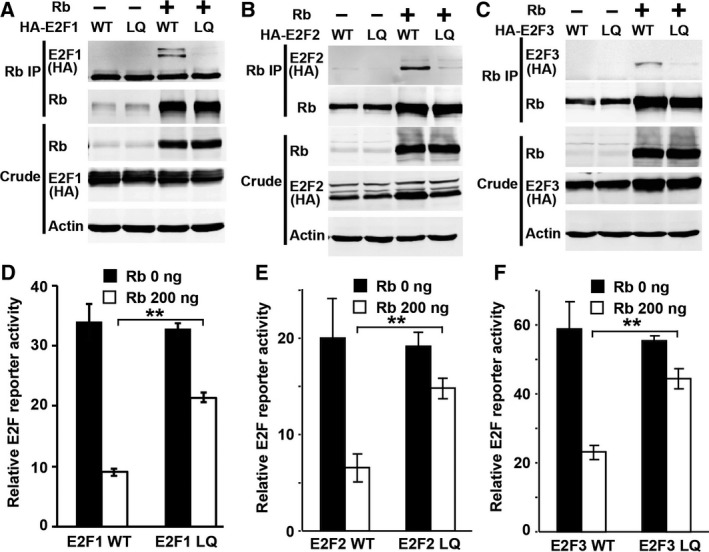
The LQ mutations in E2F1, E2F2, or E2F3 disrupt their interaction with Rb without affecting the transcription activation function. (A–C) IP/western blot assays to determine the binding between full‐length Rb and WT or LQ‐mutant E2F proteins. The HA‐tagged E2F1 (A), E2F2 (B), or E2F3 (C) was cotransfected with Rb into HEK293T cells. The transfected cells were collected for Rb IP and assayed by western blots using the anti‐HA antibody. (D–F) Luciferase assays of transcription activation by WT or LQ‐mutant E2F proteins with or without cotransfected Rb in HEK293 cells. The E2F and E2F4B‐luc reporter were cotransfected with or without Rb. The transfected cells were used for luciferase assay. The E2F luciferase reporter activity for E2F1 (D), E2F2 (E), and E2F3 (F) was shown. All graphs represent mean ± SD. **P < 0.01.

### The LQ mutation does not affect the ability of E2F proteins to activate transcription

The Rb binding domain of E2F overlaps with the transactivation domain. Mutations in E2F that interfere its binding to Rb often affect its ability to activate transcription. We further tested the effect of LQ mutations on the ability of E2F to activate transcription and on their regulation by Rb. WT or LQ‐mutant E2F were transfected into HEK293 cells with or without cotransfected Rb and the level of an E2F reporter activity was measured. In the absence of cotransfected Rb, WT and LQ‐mutant version of E2F1, E2F2, or E2F3 induced similar level of E2F reporter activation (Fig. 2D–F). In addition, while Rb significantly inhibited transactivation by WT E2F, the ability of Rb to inhibit transactivation by the E2F1^LQ^‐, E2F2^LQ^‐, or E2F3^LQ^‐mutant proteins was significantly impaired (Fig. 2D–F). Taken together, these results indicate that the LQ mutations in E2F1, E2F2, and E2F3 do not affect their transcription activation function but significantly impairs their binding to and regulation by the Rb family of proteins.

### Generation of the *E2F3* ^*LQ*^‐knockin MEFs

The above results suggest that the LQ mutation of E2F provides the perfect model to characterize the *in vivo* consequences of disrupting the Rb and activating E2F interaction. E2F3 is known to regulate cellular proliferation and previous studies showed that loss of E2F3 decreased proliferation in MEFs 26. Therefore, we generated an E2F3^LQ^‐knockin construct, which includes the LQ mutation, a nearby *Eco*RV site, and a neomycin cassette (Fig. 3A). After electroporation and G418 selection, correctly targeted *E2F3* ^*LQ*^ ES cell lines were identified by Southern blot (Fig. 3B). Two independent ES cell lines (#3 and #172) were used and generated two independent lines of E2F3^LQ^‐knockin mouse. The germline *E2F3* ^*LQ/+*^ mice were further crossed with *Mox2Cre* mice to excise the neomycin selection marker. The different genotypes were identified by PCR of genomic DNA (Fig. 3C). The LQ mutation in the E2F3 mice was also confirmed by sequencing, which clearly showed the targeted mutation of L (CTG) to Q (CAG; Fig. 3D). The E2F3^LQ/LQ^‐mutant mice are viable and can be obtained at Mendelian ratio. E2F3^LQ/LQ^ and WT littermate control embryos were obtained from *E2F3* ^*LQ/+*^ crosses at embryonic day 13.5 and were used to generate E2F3^LQ/LQ^ and WT control MEFs.

**Figure 3:**
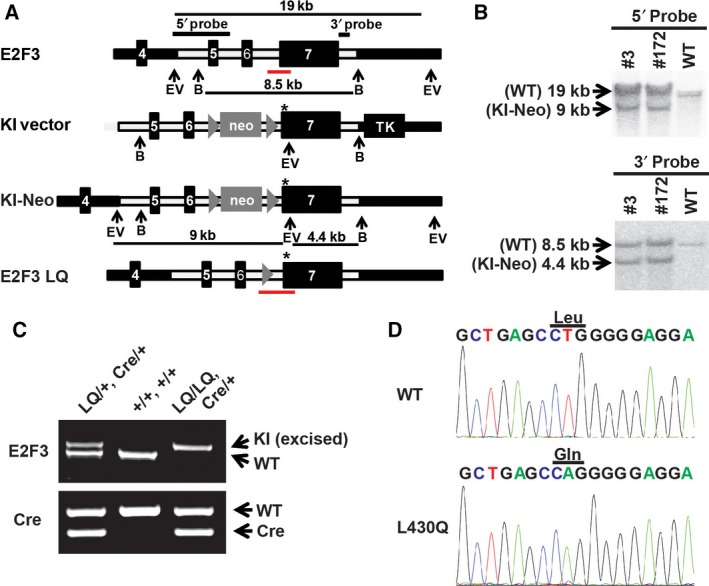
Generation of *E2F3* ^*LQ*^ mice and MEFs. (A) Targeting scheme for the generation of E2F3^LQ^ mice. The targeting construct contains a 5′ homology region with exons 5 and 6, a floxed neomycin‐resistant gene cassette (NEO), and a 3′ homology region with exon 7. * designates the LQ mutation. Red lines indicate PCR‐amplified regions in E2F3^WT^ and E2F3^LQ^‐knockin (KI) mice that are used for genotyping. Targeted ES clones were selected by G418 and detected by Southern blot with the indicated probes. Dark lines show the size of the fragments generated from digestion. B, *Bgl*II; EV,* Eco* RV. Mice generated from correctly targeted ES clones were mated with *Mox2Cre* mice to excise the NEO cassette and generate mice with the targeted E2F3^LQ^ mutation. (B) Southern blot analysis of targeted ES clones DNA digested by *Bgl*II and *Eco* RV and hybridized with the 5′ and 3′ probes shown in (A). For 5′ probe, correctly targeted clones #3 and #172 show a WT 19‐kb *Eco* RV band and a recombinant 9‐kb *Eco* RV band. For 3′ probe, correct clones #3 and #172 show a WT 8.5‐kb *Bgl* II band and a recombinant 4.4‐kb *Eco* RV and *Bgl* II bands. (C) PCR genotyping of the E2F3^LQ^‐mutant allele. The E2F3 WT and LQ‐mutant (KI) PCR products are 800 bp and 900 bp, respectively. The WT and Cre (Cre) PCR products are 410 and 300 bp, respectively. (D) Sequencing analysis of E2F3 transcripts expressed from WT and *E2F3* ^*LQ*^ (LQ) MEF cells. The L‐to‐Q mutation at L430 of E2F3 was labeled.

### *E2F3* ^*LQ/LQ*^ MEF cells showed increased expression of E2F target genes, early onset of DNA synthesis after serum stimulation

Western blot results showed that E2F3^LQ^ mutation did not significantly affect the E2F3 protein levels (Fig. 4A). IP/western blot results showed that significantly decreased level of Rb was coimmunoprecipitated with anti‐E2F3 antibody in the *E2F3* ^*LQ/LQ*^ MEFs (Fig. 4A). These observations confirm that the E2F3^LQ^ mutation significantly impairs its interaction with Rb at endogenous protein levels. Consistent with this, transfection of an E2F reporter into the WT or *E2F3* ^*LQ*^ MEFs showed that *E2F3* ^*LQ*^ MEFs exhibited increased E2F activity (Fig. 4B). As the best known E2F target genes include DNA replication factors and cell cycle regulators, are generally repressed in G1, and induced at G1/S transition, we further examined the effect of E2F3^LQ^ mutation on expression of such genes in 72‐h serum‐starved WT or *E2F3* ^*LQ*^ MEFs. Indeed, the expressions of known E2F regulated genes involved in cell cycle control and DNA replication, such as *Cyclin E*,* Cyclin A2*,* Cdk1*,* Pcna*,* Dhfr*,* Tk*,* Mcm2/3/6/7*,* Cdt1*,* Chaf1a/b*,* Rpa2*,* Lig1,* and *Nasp,* were all significantly increased in the *E2F3* ^*LQ*^ MEFs compared to the WT control MEFs (Fig. 4E,F).

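Gene expression in these cells was also measured on Illumina bead arrays, on which a gene is read by short probes fixed to beads. MEFs are fibroblasts grown from mouse embryos, here of embryonic day 13.5. The 8 arrays held 4 clones, WT clones 1 and 16 and E2F3 LQ clones 2 and 4. Each clone was measured once while proliferating and once after 72 h of serum starvation, so each of the 4 groups had 2 arrays. Their number limits the precision. The sample labels give 10% FBS for growth and 0% for starvation, and the paper's BrdU methods give 0.1% for starvation. The p-values measure only the spread between these clones. The values in Fig. 4E,F come from RT-PCR, which is another assay. For it the paper names TRIzol as the source of the RNA, and for the arrays a miRNeasy kit, while the sample labels of the arrays name TRIzol and RNeasy.

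The authors deposited a signal intensity on a linear scale, with no background correction, and a detection p-value for each probe. The median intensity of an array lay between 108.4 and 127.3, and 12141 to 12420 probes per array (47.2% to 48.3%) had a detection p-value under 0.05. From there, the intensities were background-corrected, quantile-normalized and put on the log2 scale with limma's neqc, with an offset of 16. Probes detected on at least 2 arrays were kept, and a gene with several probes was read from its brightest one. This left 10214 features to test, 9430 named genes and 784 probes with no gene name. The groups were compared with limma in a model of all 4 groups, with Benjamini-Hochberg adjustment and a threshold of 0.05. This model pools the spread of the 4 groups, so the p-values for starved cells also carry the spread between the proliferating clones. With 2 clones against 2, an exact permutation test cannot give a two-sided p below 0.333, and chance alone separates the groups without overlap for 33.3% of genes, 16.7% in each direction. Chance alone would also bring a share of 0.05 of all features to an unadjusted p under 0.05, both directions together. A gene not above background on any array of a group is given as a bound, the brighter group's mean against the lowest detected signal of the dim arrays. Gene lists, fixed before the data were examined, were compared with all other genes by limma's camera, with a preset correlation between genes of 0.01 and again with an estimated correlation.

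E2f3, the mutated gene, had log2 signals of 7.04 and 6.94 in proliferating WT clones 1 and 16 and 6.72 and 6.58 in proliferating E2F3 LQ clones 2 and 4. In the starved cells these were 6.52 and 6.63 in WT and 6.12 and 5.99 in E2F3 LQ. The probe does not tell the point mutation from the WT allele, so it does not check the genotype labels.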

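On the arrays of 72-h serum-starved MEFs, 14 of the genes named for Fig. 4E,F had a probe that passed the filter, and 13 of these had a higher mean in E2F3 LQ. In each of the 13, both E2F3 LQ clones lay above both WT clones. Mcm6, a subunit of the replicative MCM helicase, had a log2 signal of 8.30 ± 0.28 in E2F3 LQ and 7.25 ± 0.028 in WT MEFs (SD, n = 2 clones each), a log2 fold change of 1.05 (standard error 0.24). The other subunits Mcm2, Mcm3 and Mcm7 had log2 fold changes of 0.74, 0.64 and 0.62 (standard errors 0.22, 0.22 and 0.23). Tk1, the thymidine kinase that makes dTMP, and Chaf1b, which places histones on new DNA, were both at 0.72 (standard errors 0.30 and 0.32). A dimmer Tk1 probe, detected on all 8 arrays, was at -0.040 with overlapping groups.

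The single-strand binding factor Rpa2 had a log2 fold change of 0.64, from 5.75 ± 0.024 in WT to 6.39 ± 0.011 in E2F3 LQ (SD, n = 2). Chaf1a was at 0.58, the DNA ligase Lig1 at 0.50, the licensing factor Cdt1 at 0.48, the histone chaperone Nasp at 0.38, the mitotic kinase Cdk1 at 0.30 and Ccne1, which encodes cyclin E1, at 0.24. Pcna, the sliding clamp of replication, was not above background on any starved array, and Ccna2 had no probe past the filter. As a list the 14 genes had a median log2 fold change of 0.60, higher than other genes (camera, adjusted p = 2.22e-14). The adjusted p = 0.577 with an estimated correlation. An unadjusted p under 0.05 was reached by 9 of the 14, an adjusted p under 0.05 by 0 over all genes, and by 1, Mcm6, adjusted over the list alone. The paper took up these genes as known E2F targets and measured them by RT-PCR in starved MEFs.

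A wider list of DNA replication and G1/S genes had 47 measured members. Of these, 44 had a positive log2 fold change, and in 37 both E2F3 LQ clones lay above both WT clones against 1 the other way. Its median was 0.28 (camera, adjusted p = 3.18e-16, and adjusted p = 0.597 with an estimated correlation). In the list of mitosis and G2/M genes, 24 of 25 were positive and 17 separated the genotypes upward, with a median of 0.27 (adjusted p = 4.47e-06, and adjusted p = 0.726 with an estimated correlation). Cdc25c, a phosphatase that activates Cdk1, was at 0.77 (standard error 0.23), and the mitotic kinase Plk1 at 0.36 (standard error 0.24). No member of either list passed over all genes or adjusted over the list alone. Over the alternatives with all arrays of a comparison kept, the adjusted p of the mitosis list ran from 4.97e-08 to 0.924. The latter came with camera run on the t values of the methods' t-test.

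Outside these lists, the Tyms pseudogene Tyms-ps was at 0.58, the Notch coactivator Maml1 at 0.73, Ccdc102a at 0.66, the calcification inhibitor Mgp at 0.60, and Srp54a at 0.55. Sipa1, Rmdn1 and the zinc transporter Slc39a14 were at least 1.46-, 1.19- and 1.15-fold higher. The homeobox gene Hoxa7 was at -1.12 (standard error 0.18), the microtubule-binding genes Map1b and Dpysl3 at -1.06 and -0.99, Cxxc4 at -0.79, the retinaldehyde dehydrogenase Aldh1a1 at -0.75, Trim2 at -0.66 and the kinase Pdpk1 at -0.60. Il1r2, Trpc6 and Dnajb4 were at least 1.36-, 1.32- and 1.23-fold lower. Each of these had an adjusted p of 1 from limma. In the list of macrophage and blood cell markers, 2 of 13 were positive and 11 separated the genotypes downward, with a median of -0.91 (camera, adjusted p = 4.78e-05, and adjusted p = 0.726 with an estimated correlation). The median was -1.45 in E2F3 LQ clone 2 and -0.26 in clone 4, and without clone 2 (replicate 1) the list did not pass (adjusted p = 0.199).

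Over all genes, limma called 0 higher and 0 lower in starved E2F3 LQ MEFs, with 97 higher and 127 lower at an unadjusted p under 0.05, or 68 and 25 with median scaling. The methods' t-test gave 258 and 296 unadjusted and 1 after Benjamini-Hochberg adjustment, Prps1l3 at 0.27 (adjusted p = 0.0413). The genotypes separated without overlap in 33.9% of genes. The paper sets the higher expression of cell cycle regulators and DNA replication factors beside the more rapid G1/S transition of the E2F3 LQ MEFs.

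**Figure D1:**
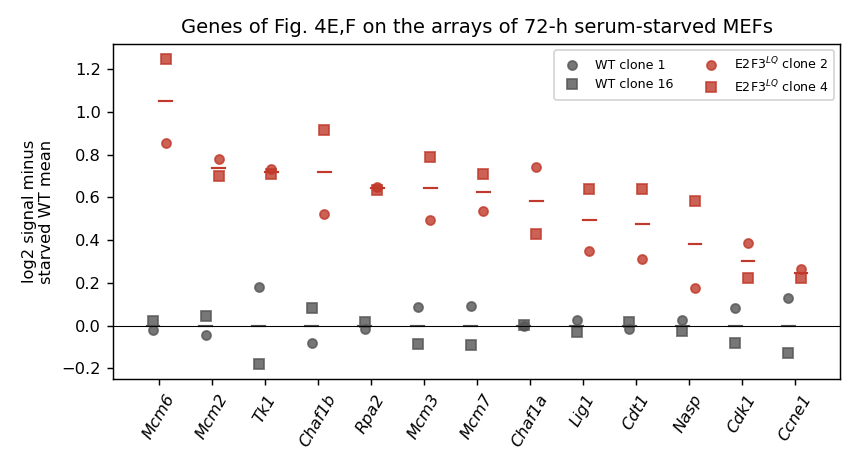
Log2 signal minus the starved WT mean for the Fig. 4E,F genes on the 4 arrays of serum-starved MEFs. A point is drawn for each WT and each E2F3 LQ clone. The E2F3 LQ mean lies at 1.05 for Mcm6 and at 0.64 for Rpa2.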

**Figure 4:**
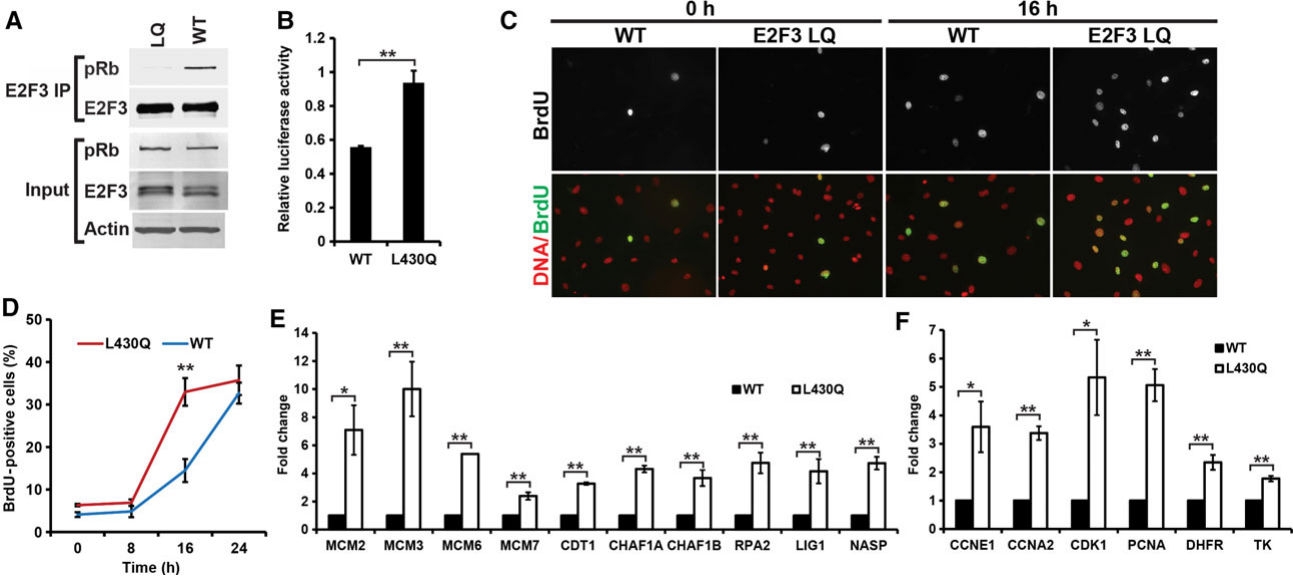
*E2F3* ^*LQ*^ ^*/*^ ^*LQ*^ MEF cells showed increased expression of cell cycle regulators and DNA replication factors in serum‐starved cells and promoted early onset of DNA synthesis after serum stimulation. (A) IP/western blot analysis of the interaction between endogenous E2F3 and pRb in WT and *E2F3* ^*LQ*^ (LQ) MEF cells. Whole cell lysates were processed for E2F3 IP. Immunoblot assay of Rb in E2F3 IP was shown. (B) Luciferase analysis of E2F transactivation activity in asynchronous WT and *E2F3* ^*LQ*^ MEF cells. The E2F4B‐luc was transfected into the MEF cells. The transfected cells were used for luciferase assay. (C) DNA synthesis analysis of WT and *E2F3* ^*LQ*^ MEF cells by BrdU assay. After serum starvation for 72 h, serum was readded. At 0, 8, 16, and 24 h, cells were pulsed with 10 μm BrdU for 2 h, and then, cells were fixed and processed for immunofluorescence analysis for BrdU (green). The nuclei were stained with DAPI (blue). The 0‐h and 16‐h images were shown. (D) Quantification of BrdU labeling of WT and *E2F3* ^*LQ*^ MEF cells in (C). (E) Quantitative RT‐PCR analysis of DNA replication factors expression (including *Mcm2*,* Mcm3*,* Mcm6*,* Mcm7*,* Cdt1*,* Chaf1a*,* Chaf1b*,* Rpa2*,* Lig1,* and *Nasp*) in serum‐starved WT and *E2F3* ^*LQ*^ MEF cells. (F) Quantitative RT‐PCR analysis of several additional E2F target genes expression (including *Ccne1*,* Ccna2*,* Cdk1*,* Pcna*,* Dhfr,* and *Tk*) in serum‐starved WT and *E2F3* ^*LQ*^ MEF cells. All the experiments were performed with the MEF cells before passage 5. All graphs represent mean ± SD. *P < 0.05; **P < 0.01.

Previous studies showed that *Rb* ^*−/−*^ MEFs enter S phase earlier than WT control after serum stimulation 27 and the *E2F3* ^*−/−*^ MEFs showed delayed G1/S transition and reduced rate of DNA synthesis 26. Therefore, we further characterized the effect of E2F3^LQ^ mutation on the rate of S‐phase entry and cell proliferation. WT and *E2F3* ^*LQ*^ MEFs were serum‐starved for 72 h and then stimulated to enter the cell cycle by the addition of serum. BrdU incorporation was used to follow WT and *E2F3* ^*LQ*^ MEF cell cycle entry. Significant levels of BrdU incorporation was first detected at 16 h after serum addition in WT MEFs, which peaked at 24 h. In contrast, significantly higher levels of BrdU‐incorporating cells were observed in the *E2F3* ^*LQ*^ MEFs at 16 h (over 35% in *E2F3* ^*LQ*^ MEFs compared with 15% in WT MEFs; Fig. 4C,D). These data suggest that the Rb family‐independent E2F3 is sufficient to promote earlier onset of DNA synthesis after serum stimulation.

### *E2F3* ^*LQ/LQ*^ MEF cells proliferate faster, reach higher cell density, and have increased expression of genes involved in metabolism, inflammation, and response to stress

In our attempt using 3T3 protocol to establish the spontaneously immortalized cells from WT and *E2F3* ^*LQ*^ MEFs, we noticed that the *E2F3* ^*LQ*^ MEFs appear to proliferate faster and accumulated more cells. Cell cycle analysis of the WT and *E2F3* ^*LQ*^ MEFs showed that the *E2F3* ^*LQ*^ MEFs had reduced proportion of G1 cells and increased proportion of S/G2 cells (Fig. 5O–P). In addition, determination of the cell proliferation rate confirmed that the *E2F3* ^*LQ*^ MEFs exhibit significantly increased rate of cell proliferation and reached higher cell density than that of WT MEFs when cultured under either high‐ or low‐density conditions (Fig. 5A,B). The increased cell proliferation of the *E2F3* ^*LQ*^ MEFs also made it easier to establish the *E2F3* ^*LQ*^ cell lines based on 3T3 protocol.

**Figure 5:**
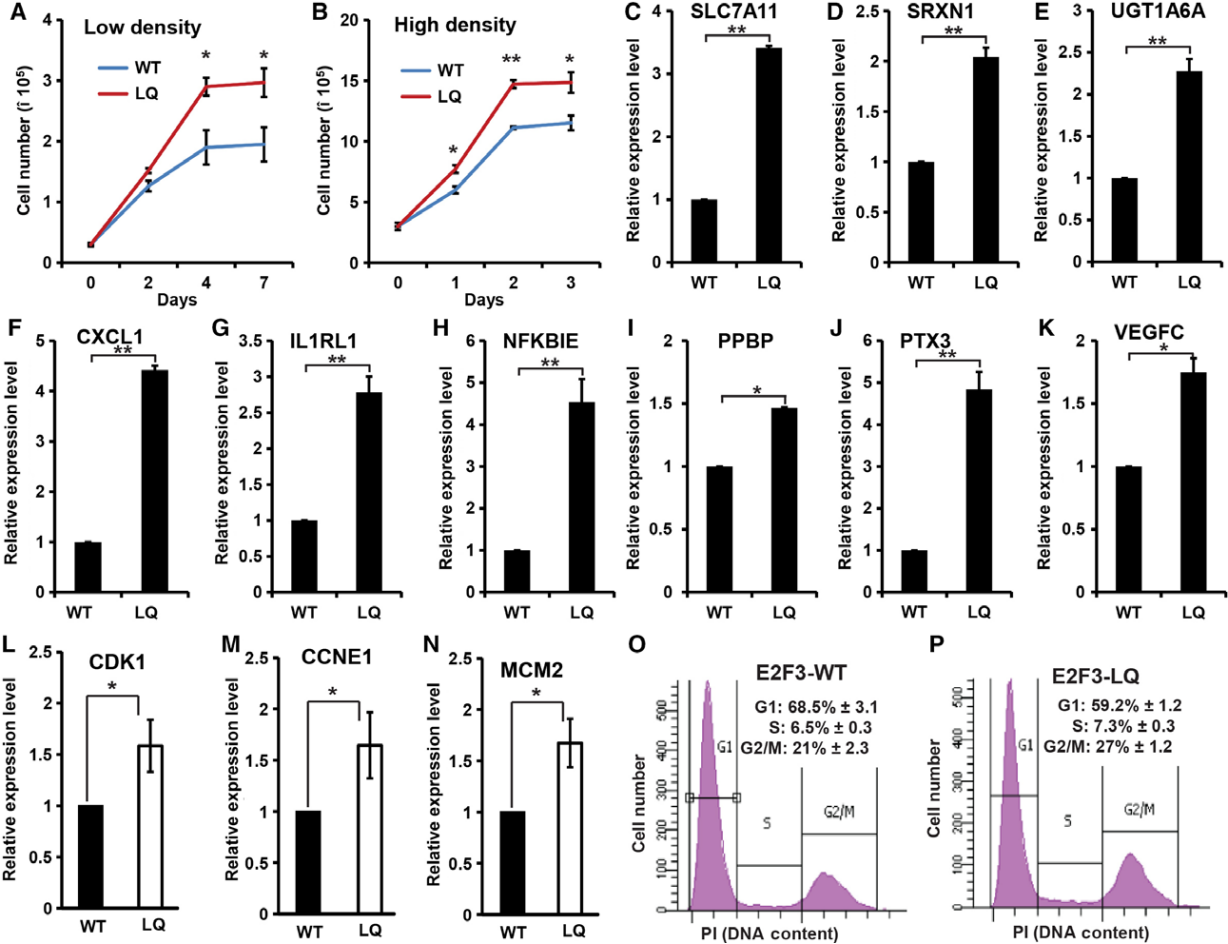
*E2F3* ^*LQ*^ ^*/*^ ^*LQ*^ MEF cells proliferate faster, reach higher cell density, and show increased expression of genes involved in metabolism, inflammation, and response to stress. (A,B) Cell growth rate analysis of WT and *E2F3* ^*LQ*^ MEF cells. Cells were seeded in the low density (0.3 × 10^5^) (A) or high density (3 × 10^5^) (B) at day 0 and cell number was determined daily. (C–K) Expression of several genes involved in metabolism and inflammation was analyzed by quantitative RT‐PCR in asynchronous proliferating WT and *E2F3* ^*LQ*^ MEF cells. (L–N) Expression of several cell cycle and DNA replication targets of E2F was analyzed by quantitative RT‐PCR in asynchronous proliferating WT and *E2F3* ^*LQ*^ MEF cells. (O–P), cell cycle profiles of WT (O) and *E2F3* ^*LQ*^ (P) MEFs were determined by FACS analysis. All the experiments were performed with the MEF cells before passage 5. All graphs represent mean ± SD. *P < 0.05; **P < 0.01.

The higher rate of cell proliferation and increased cell density suggest that *E2F3* ^*LQ*^ affects other functions in addition to cell cycle and DNA replication. Microarray experiments were carried out using RNA from asynchronously proliferating WT and *E2F3* ^*LQ*^ MEFs. 

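Among the 4 arrays of proliferating MEFs, the genes with the smallest p were lower in E2F3 LQ. Fcrls, an Fc receptor-like gene of macrophages and microglia, was above background on both WT arrays and on neither E2F3 LQ array, at least 3.50-fold lower (adjusted p = 0.101 from limma). Mrc1, the mannose receptor of macrophages, had a log2 signal of 5.59 ± 0.18 in E2F3 LQ and 7.94 ± 0.31 in WT (SD, n = 2 clones each), a log2 fold change of -2.35 (standard error 0.28, adjusted p = 0.296). Apoe, which encodes the lipid carrier apolipoprotein E, was at -1.31 (standard error 0.24) and Lmo2, a transcription cofactor of blood and endothelial cells, at -1.51 (standard error 0.30).

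Cx3cr1, the fractalkine receptor, Cadm1, Pgm5 and Smagp were at least 1.77-, 1.67-, 1.71- and 1.52-fold lower, the natriuretic peptide gene Nppa was at -1.04 and Plac9a at -0.85. In the other direction, Angptl7, a secreted angiopoietin-like factor, was at 2.38 (standard error 0.66), the epithelial keratin Krt19 at 1.06 (standard error 0.28), the synaptic vesicle gene Syngr3 at 0.91 (standard error 0.20), the retinol dehydrogenase Rdh12 at 0.76, the glutaredoxin Glrx3 at 0.65 and Camk2b at 0.61. Polr3g, a subunit of RNA polymerase III, was at least 1.27-fold higher. Kdm5c, a histone demethylase, was at 0.68 here and at -0.22 from the authors' normalized values. From Apoe on, each of these genes had an adjusted p of 0.999. Rb1 was at 0.33 (standard error 0.15) and Meox2 at -0.15 (standard error 0.42).

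Of 13 measured markers of macrophages and blood cells, 1 had a positive log2 fold change and 4 had an unadjusted p under 0.05, all lower. The list was lower than other genes, with a median of -0.86 (camera, adjusted p = 2.37e-05, and adjusted p = 0.497 with an estimated correlation). The complement genes C1qa, C1qb and C1qc were at -1.64, -1.67 and -1.79 and Laptm5, a lysosomal gene of blood cells, at -1.53. The list's median against WT was -0.024 in clone 2 and -2.11 in clone 4. It did not pass without WT clone 1 (adjusted p = 0.130) or without E2F3 LQ clone 4 (adjusted p = 0.489). Of 38 extracellular matrix and myofibroblast genes, 10 were positive and 11 separated the genotypes downward, against 1 upward. This list had a median of -0.27 (adjusted p = 0.00146, and adjusted p = 0.497 with an estimated correlation), and it did not pass without WT clone 1 (adjusted p = 0.101) or without E2F3 LQ clone 4 (adjusted p = 0.0971). The collagens Col1a2 and Col4a1 were at -0.73 and -0.61.

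The array of proliferating E2F3 LQ clone 2 stood apart from the rest. It had 684 genes more than 2-fold from the mean of the other 3 proliferating arrays, against 103, 151 and 220 for those. On the second principal component it lay at 47.5, with the other arrays between -16.9 and 6.81. Across genes, which are not independent replicates, Spearman's correlation was 0.936 between the proliferating E2F3 LQ clones and 0.977 between the WT clones.

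limma called 0 genes higher and 0 lower in proliferating E2F3 LQ MEFs, with 115 higher and 173 lower at an unadjusted p under 0.05, or 288 and 56 with median scaling. The methods' t-test gave 0 after adjustment and 94 and 121 unadjusted. The genotypes separated without overlap in 21.9% of genes, 974 upward and 1259 downward. Without the array of E2F3 LQ clone 4 (replicate 2), limma called 289 higher and 119 lower, with the lone clone 2 array assumed to vary like the other groups, and without the clone 2 array it called 0.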

A total of 134 genes were found to show significantly increased expression in *E2F3* ^*LQ*^ MEFs in comparison with the WT control MEFs (Table S1). 

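Of the 134 genes of Table S1, 116 matched a named probe and were tested. A positive log2 fold change was found for 114 of them on the proliferating arrays, with a median of 0.95, and for 108 the mean was at least 1.5-fold higher in E2F3 LQ. The study chose these genes on the same arrays, so the tally is not independent evidence of their direction. In E2F3 LQ clone 2, 115 of the 116 lay at least 1.5-fold over the WT mean, with a median of 2.06, and in clone 4, 7 did, with a median of -0.12. Both clones reached 1.5-fold in 7 genes.

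In 23 of the 116 genes both E2F3 LQ clones lay above both WT clones, a separation that chance gives for 16.7% of genes and that 9.54% of all genes tested showed. The study chose the 116 on the same arrays, where clone 2 was high for nearly all of them. Neither share is therefore a fair expectation for these genes. Among the 23, Esm1, a proteoglycan secreted by endothelial cells, was at 0.91 over the WT mean in clone 2 and 0.96 in clone 4. The water channel Aqp1 was at 1.56 and 0.80, and Cish, an inhibitor of cytokine signaling, at 1.36 and 0.46. The copper oxidase Cp, or ceruloplasmin, was at 4.38 and 0.082. GDF15, PRDX5 and RIPK2 were among the 18 genes with no named probe here.

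limma called 0 of the 116 over all genes, and 0 adjusted over the list alone. An unadjusted p under 0.05 was reached by 11. Without the clone 4 array (replicate 2) limma called 100, and without the clone 2 array (replicate 1) 42 had a positive log2 fold change. On the starved arrays of the same clones, 74 of the 116 were positive, with a median of 0.054. Without starved E2F3 LQ clone 2 (replicate 1), 49 were.

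**Figure D2:**
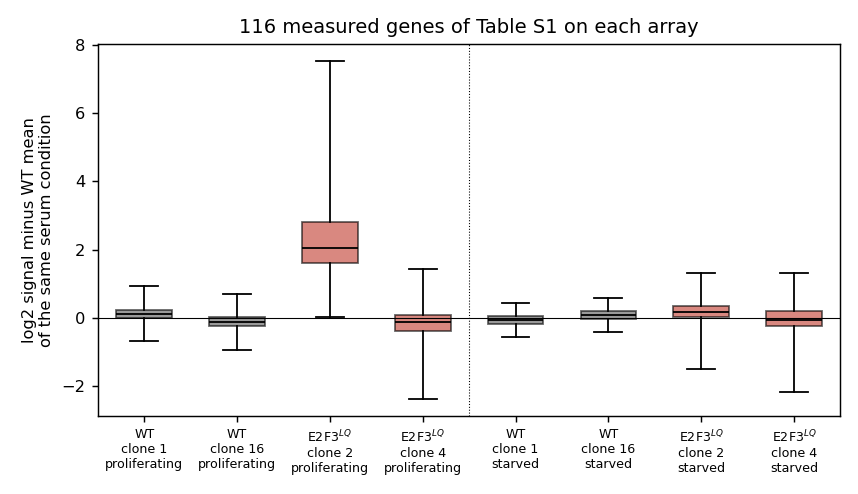
Log2 signal minus the WT mean of the same serum condition for the Table S1 genes on each E2F3 LQ array. The median is 2.06 for proliferating clone 2 and -0.12 for proliferating clone 4.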

As expected, one of the main functions affected by *E2F3* ^*LQ*^ mutation is related to metabolism, which includes multiple components of the transport proteins, ROS and redox regulators, and metabolic enzymes (Table S2). 

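Genes of oxidative stress defense under the regulator NRF2 had a higher mean in proliferating E2F3 LQ MEFs for 35 of 39 measured members, with a median log2 fold change of 0.28. Nqo1, a quinone reductase, had a log2 signal of 7.60 ± 1.44 in E2F3 LQ and 6.39 ± 0.17 in WT (SD, n = 2 clones each). The heme oxygenase gene Hmox1 was at 2.41 over the WT mean in clone 2 and 0.17 in clone 4, and the glutathione transferase gene Gstm1 at 1.85 and 0.30. Genes of hypoxia and glycolysis were positive for 32 of 38, with a median of 0.45. Here the mTOR inhibitor Ddit4 was at 0.66 (standard error 0.24), Ndrg1 at 0.76 (standard error 0.32) and the histone demethylase Kdm3a at 0.65 (standard error 0.28). The carbonic anhydrase Car9 was above background in clone 2 and on no other proliferating array, and its E2F3 LQ mean was at least 1.35-fold higher.

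Each of these lists was higher than other genes (camera, adjusted p = 1.16e-09 for NRF2 targets and 6.39e-10 for hypoxia). For both, the adjusted p = 0.497 with an estimated correlation. Members of each, such as Hmox1 (NRF2) and Vegfa (hypoxia), are also in Table S1. These shifts are therefore not independent of the study's choice on the same arrays. An unadjusted p under 0.05 for a higher level was reached by 3 NRF2 genes and by 5 hypoxia genes. None passed limma over all genes or adjusted over the list alone. Both E2F3 LQ clones lay above both WT clones in 9 NRF2 genes and 7 hypoxia genes. The NRF2 list had a median of 0.58 in clone 2, the array that stood apart, and 0.029 in clone 4. For hypoxia genes these were 0.98 and -0.047.

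Of the genes that Table S2 assigns to metabolic process, 74 of 76 measured were positive with a median of 0.95, and 14 separated the genotypes. All 11 under response to oxidative stress were positive. The study drew both groups from these arrays, so their direction is not independent evidence. Their medians were 2.05 and 1.92 in clone 2 and -0.12 and -0.036 in clone 4. Without the clone 2 array (replicate 1), neither the NRF2 list (adjusted p = 0.662) nor the hypoxia list (adjusted p = 0.634) passed. With camera run on the t values of the methods' t-test the adjusted p was 0.235 for both lists. At the lowest over the alternatives with all arrays kept it was 3.32e-10 and 2.24e-10.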

Unexpectedly, the top functions affected by *E2F3* ^*LQ*^ mutation are related to inflammation, immunity, and response to stress (Table S2). These include multiple cytokines, chemokines, NF‐КB regulators, modulators and targets of proinflammatory signaling, and angiogenesis regulators. 

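Interferon response genes were higher in E2F3 LQ clone 2 and not in clone 4. Of 48 measured, 46 lay above both WT clones in proliferating clone 2, with a median of 2.02, while 33 lay below both WT clones in clone 4, with a median of -0.32. Cxcl10, an interferon-induced chemokine, was above background in clone 2 and on no other proliferating array, and its E2F3 LQ mean was at least 7.86-fold higher. Ifit2, which binds foreign RNA, was at 2.20 over the WT mean in clone 2 and 0.059 in clone 4, and Irf1, a transcription factor of the pathway, at 0.88 and 0.36.

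Averaged over both clones, 46 of the 48 were positive, with a median log2 fold change of 0.87 (camera, adjusted p = 6.23e-11, and adjusted p = 0.497 with an estimated correlation). Members such as Ifit2, Stat2 and Usp18 are also in Table S1, so this shift is not independent of the study's choice on these arrays. No member had an adjusted p under 0.05 from limma, over all genes or adjusted over the list alone, and 2 separated the genotypes upward and 1 downward. Of the genes that Table S2 assigns to response to stress, 48 of 49 measured were positive (median 1.00), and 33 of 34 under immune system process (median 0.99). The study chose these groups on the same arrays, so their direction is not independent evidence. In clone 2 their medians were 2.22 and 2.21, and in clone 4 they were -0.14 and -0.21. All 17 under innate immune response were positive (median 1.29), and 12 of 13 under inflammatory response (median 1.29).

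Without the clone 2 array (replicate 1) the interferon list turned lower in E2F3 LQ, with a median of -0.32 (adjusted p = 2.18e-08). With camera run on the t values of the methods' t-test its adjusted p was 0.235. At the lowest over the alternatives with all arrays kept it was 2.61e-11.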

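Of 39 measured chemokine and cytokine genes, 29 had a higher mean in proliferating E2F3 LQ MEFs. Cxcl5, a neutrophil chemokine, was at least 5.02-fold higher and above background only in E2F3 LQ clone 2. Cx3cl1, or fractalkine, was at 2.92 over the WT mean in clone 2 and -0.024 in clone 4. The list had a median log2 fold change of 0.41 (camera, adjusted p = 2.45e-05, and adjusted p = 0.497 with an estimated correlation). Of the NF-kB pathway, 25 of 27 genes were positive with a median of 0.72 (adjusted p = 9.14e-09, and adjusted p = 0.497 with an estimated correlation). Members of both lists, such as Cxcl1 and Nfkbia, are also in Table S1. These shifts too are not independent of the study's choice. Map3k8, a kinase upstream of NF-kB, was at 2.36 in clone 2 and 0.11 in clone 4, the NF-kB subunit Relb at 1.26 and 0.17 and the adaptor Traf2 at 0.86 and 0.30.

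Both E2F3 LQ clones lay above both WT clones in 5 genes of each list, and 1 gene of each lay the other way. None had an adjusted p under 0.05 from limma, over all genes or adjusted over the list alone, and 2 of each reached an unadjusted p under 0.05 for a higher level. The chemokine list had a median of 1.18 in clone 2 and -0.12 in clone 4, and the NF-kB list 1.32 and -0.051. Of the Table S2 groups, all 8 measured genes of IKK and NF-kB signaling were positive (median 1.09), all 8 of vasculature development (median 1.00) and all 13 of response to cytokine stimulus (median 1.45). They were chosen by the study on these arrays and are not independent evidence of direction. The vasculature genes had a median of 1.77 in clone 2 and 0.027 in clone 4.

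Without the clone 2 array (replicate 1) the medians turned negative, to -0.12 for chemokines (adjusted p = 0.0265) and -0.051 for the NF-kB list (adjusted p = 0.194). Run on the t values of the methods' t-test, camera gave the lists an adjusted p of 0.401 and 0.235. At the lowest over the alternatives with all arrays kept these were 8.91e-06 and 7.08e-09. The paper states that genes of metabolism, inflammation, immunity and stress response were affected. It proposes, as a possibility, that secreted factors among them may contribute to the faster proliferation of E2F3 LQ MEFs.

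**Figure D3:**
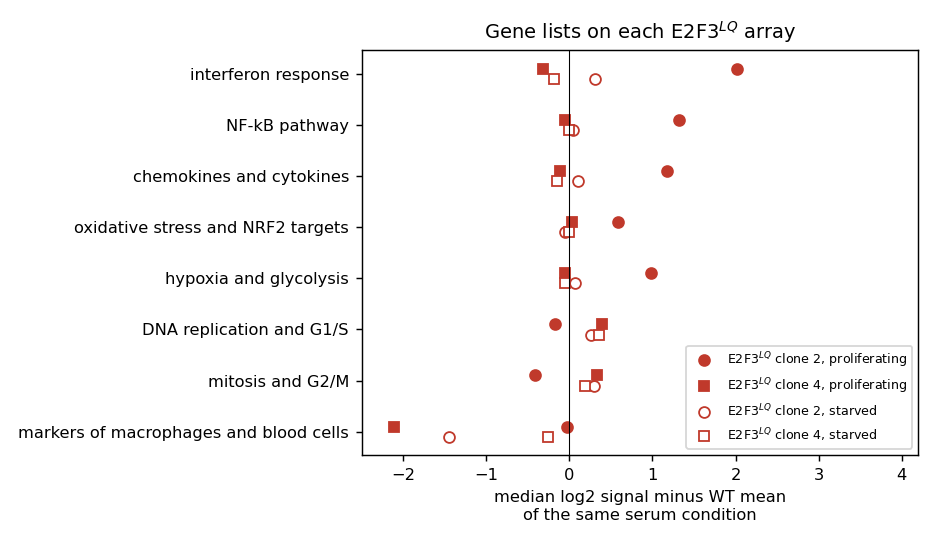
Median log2 signal minus the WT mean of the same serum condition for 8 gene lists on each E2F3 LQ array. Proliferating clone 2 lies at 2.02 for interferon response and 1.32 for the NF-kB pathway, and proliferating clone 4 at -0.32 and -0.051.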

The expression of some of the genes involved in these categories was further characterized by RT‐PCR. As shown in Fig. 5C–K, expressions of SLC7A11 (a component of anionic amino acid transport system that is highly specific for cysteine and glutamate), SRXN1 (sulfiredoxin, a redox protein), UGT1A6A (UDP glucuronosyltransferase), CXCL1 (chemokine), IL1RL1 (a member of the interleukin 1 receptor family), NF‐КBIE (inhibitor of NF‐КB), PPBP (CXC family chemokine), PTX3 (pentraxin 3, which is induced by inflammatory cytokines and serves as a biomarker for several inflammatory conditions), and VEGFC (VEGF, angiogenesis) are all significantly increased in the proliferating *E2F3* ^*LQ*^ MEFs. It should be pointed out that the *E2F3* ^*LQ*^ MEFs still had higher expression of the cell cycle and DNA replication targets of E2F, such as CCNE1, CDK1, and MDM2, in the asynchronously proliferating MEFs (Fig. 5L–N), although the difference in expression is much less than those observed in the serum‐starved MEFs observed in Fig. 4E–F. This is not surprising as these E2F targets are repressed in G1 but are highly expressed in S/G2 cells in WT MEFs.

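On the proliferating arrays, each of the 8 genes of Fig. 5C–K with a named probe had a higher mean in E2F3 LQ, and in 6 both E2F3 LQ clones lay above both WT clones. Cxcl1, a chemokine, had a log2 signal of 11.9 ± 3.07 in E2F3 LQ and 8.45 ± 0.25 in WT (SD, n = 2 clones each), a log2 fold change of 3.50 (standard error 1.15). It lay 5.67 over the WT mean in clone 2 and 1.33 in clone 4. Ugt1a6a, which conjugates phenols with glucuronic acid, was at 6.57 ± 0.60 and 5.38 ± 0.23 (SD, n = 2), a log2 fold change of 1.19 (standard error 0.28). Its dimmer probes past the filter were at 0.47 and 0.30, with clone 4 below both WT clones in each. Its place among the 6 thus rests on the brightest probe. The chemokine Ppbp was at 1.29 (standard error 0.36), with 1.64 in clone 2 and 0.95 in clone 4.

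The cystine transporter gene Slc7a11 was at 1.39 (standard error 0.55), with 2.37 in clone 2 and 0.41 in clone 4. Ptx3 was at 0.96 (1.53 and 0.38), Nfkbie at 0.92 (1.46 and 0.37), the lymphatic growth factor gene Vegfc at 0.82 (1.49 and 0.15) and the sulfiredoxin gene Srxn1 at 0.75 (1.54 and -0.036). Il1rl1 had no named probe. limma gave an unadjusted p under 0.05 for 6 of the 8, all but Srxn1 and Vegfc, and an adjusted p of 0.999 for each, so 0 passed over all genes. Adjusted over the list alone, 4 passed. The list had a median of 1.07 (camera, adjusted p = 2.03e-10, and adjusted p = 0.497 with an estimated correlation).

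The study picked these genes from the same arrays, so neither count is independent evidence. Its median was 1.57 in clone 2 and 0.40 in clone 4. Without the clone 2 array (replicate 1) the list stayed higher in E2F3 LQ, with a median of 0.40 and 7 of the 8 genes positive. With camera run on the t values of the methods' t-test the list did not pass (adjusted p = 0.235). At the lowest over the alternatives with all arrays kept the adjusted p was 1.67e-12.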

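In the proliferating cells, Ccne1 had a log2 signal of 6.59 ± 0.22 in E2F3 LQ and 6.40 ± 0.0044 in WT (SD, n = 2 clones each), a log2 fold change of 0.19 (standard error 0.17). Cdk1 was at -0.048 (standard error 0.24), with -0.40 in clone 2 and 0.30 in clone 4, and at 0.14 with median scaling. Mdm2, the p53 ubiquitin ligase that the text names, was at 0.47 (standard error 0.36), with 1.06 in clone 2 and -0.13 in clone 4. Mcm2, which Fig. 5N shows, was at 0.37 (standard error 0.22), with 0.060 and 0.68. The adjusted p from limma was 0.999 for each of these genes.

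Of the 14 measured genes of Fig. 4E,F, 11 were positive in proliferating cells, with a median of 0.17 (camera, adjusted p = 0.00419, and adjusted p = 0.578 with an estimated correlation). The median was -0.010 in clone 2 and 0.46 in clone 4, where 13 lay above both WT clones. In the DNA replication and G1/S list 36 of 47 were positive, with a median of 0.091 (adjusted p = 0.00192, and adjusted p = 0.647 with an estimated correlation). In clone 2, 28 of these lay below both WT clones and the median was -0.17, and in clone 4, 40 lay above both with a median of 0.39. The mitosis and G2/M list had a median of -0.028 (adjusted p = 0.928), with 21 of 25 below both WT clones in clone 2 and 21 above both in clone 4. Without the clone 2 array, clone 4 alone stood for E2F3 LQ. The medians were then 0.46 for the Fig. 4E,F list, 0.39 for replication and 0.33 for mitosis genes. Positive were 14 of 14, 45 of 47 and 23 of 25 genes. The Fig. 4E,F and replication lists did not pass without WT clone 1 (adjusted p = 0.0517 and 0.213) or without E2F3 LQ clone 4 (adjusted p = 0.504 and 0.142).

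The genotype difference itself was compared between starved and proliferating cells with the interaction term of the model. It was larger in starved cells for 13 of the 14 Fig. 4E,F genes, with a median of 0.35 (camera, adjusted p = 0.000267), for 40 of 47 replication genes (median 0.21, adjusted p = 0.000296) and for 23 of 25 mitosis genes (median 0.32, adjusted p = 0.00113). For each the adjusted p = 0.717 with an estimated correlation. Cdk1 was at 0.35 (standard error 0.34), Mcm2 at 0.37 (standard error 0.31), Ccne1 at 0.057 (standard error 0.24) and Mdm2 at -0.64 (standard error 0.51). limma called 0 genes either way for the interaction, with 86 higher and 72 lower at an unadjusted p under 0.05, or 21 and 40 with median scaling, and the methods' t-test gave 150 and 160 unadjusted. Without the array of proliferating clone 2 (replicate 1) the list medians were 0.081, -0.037 and -0.060 and none passed (adjusted p = 0.353, 0.765 and 0.608), and without both arrays of clone 16 the replication and mitosis lists did not pass (adjusted p = 0.136 and 0.342). Run on the t values of the methods' t-test, camera gave the 3 lists an adjusted p of 0.686, 0.686 and 0.934. At the lowest over the alternatives with all arrays kept these were 3.00e-05, 9.04e-05 and 0.000854. The paper reasons that these targets are repressed in G1 and highly expressed in S/G2 cells of WT MEFs.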

Although several E2F1 mutants were reported previously that disrupt the interactions with Rb, one report showed that the identified E2F1 mutant expressed higher protein levels and the ability to activate E2F target gene was reduced in C‐33A cells 19 and the other report showed that most of the mutants moderately reduced reporter activation, although only one CAT assay was shown and the protein levels were not determined 28. In this report, we tested the hypothesis that the conserved E2F^LQ^ mutation that makes E2F^su89^ to be Rb‐independent in flies 18 will also make the mammalian activating E2Fs to be Rb‐independent. The results shown in this report strongly support this idea. Therefore, the E2F^LQ^ mutations will be nice tool to investigate the *in vivo* consequences of disrupting the interactions between Rb family and an individual E2F.

The observed increased cell cycle regulator and DNA replication factor expression in *E2F3* ^*LQ*^ MEFs are consistent with the more rapid G1/S transition of the *E2F3* ^*LQ*^ MEF cells. Interestingly, *E2F3* ^*LQ*^ MEFs increased rate of MEF proliferation and accumulated at high cell density, suggesting that E2F3^LQ^ affects cell growth and cell communication in addition to S phase. Characterizing the expression of genes altered in *E2F3* ^*LQ*^ MEFs revealed that genes involved in metabolism, inflammation, immunity, and response to stress were significantly affected. It is interesting to note that cell proliferation in both the WT and *E2F3* ^*LQ*^ MEFs leveled off before reaching confluence when MEFs were seeded in low cell density (Fig. 5A–B). We speculate that the cessation of MEF proliferation under such low‐density culture condition is not due to contact inhibition but rather due to the limiting amount of factors, including factors secreted by MEFs. An interesting possibility is that the secreted factors regulating inflammation and stress response enriched in *E2F3* ^*LQ*^ MEFs may contribute to the observed increased proliferation of *E2F3* ^*LQ*^ MEFs. Further studies will be needed to determine how E2F3^LQ^ leads to the activation of stress and inflammation‐related genes and whether this affects normal and cancer development.

## Author contributions

YL performed the experiments, analyzed data and prepared the figures. WD designed and supervised the experiments, and edited figures and wrote the manuscript.

## Supporting information

**Table S1**. List of genes that have increased expression in E2F3LQ MEFs.
**Table S2**. GO analysis of genes that have increased expression in E2F3LQ MEFs.
**Table S3**. List of primers used for qRT‐PCR.

# Supplementary material for: Rb‐independent E2F3 promotes cell proliferation and alters expression of genes involved in metabolism and inflammation
**Source:** FEBS Open Bio. 2017 Sep 12;7(10):1611–21. doi: 10.1002/2211-5463.12306
**Supplement:** Supplementary file 1 — Table S1. List of genes that have increased expression in E2F3LQ MEFs. Table S2. GO analysis of genes that have increased expression in E2F3LQ MEFs. Table S3. List of primers used for qRT‐PCR.

Supporting Information

Table S1. List of genes that have increased expression in *E2F3^{LQ}* MEFs.

**Table S1.** List of genes that have increased expression in <i>E2F3^{LQ}</i> MEFs.					
A4GALT	CX3CL1	GVIN1	MAP3K8	RGS16	TMEM176A
AA467197	CXCL1	H2-T23	MAPK13	RGS3	TMEM176B
ADAR	CXCL16	HMOX1	MGST1	RIPK2	TNIP1
ADARB1	CYP7B1	HP	MICALL2	SAMD9L	TOR3A
ADSSL1	D14ERTD668E	IER3	MLKL	SERPINA3G	TREX1
ALDOC	DCN	IFI35	MMP13	SERPINA3H	TRIM21
ANGPTL4	DCXR	IFIT2	MMP3	SERPING1	UBE1L
ANGPTL7	DGAT2	IFIT3	MOV10	SLC11A2	UBE2L6
AQP1	DHX58	IGTP	MT2	SLC25A37	UGT1A10
BC004044	DPEP1	IIGP2	NFKBIA	SLC2A6	UGT1A6A
BC006779	EG277333	IKBKE	NFKBIE	SLC7A11	USP18
BCL3	EGLN1	IL1RL1	NFKBIZ	SLC7A2	VEGFA
BST2	ENPP4	LGALS9	NQO1	SLCO3A1	VEGFC
CASP4	ESD	LOC100038882	OASL2	SLCO4A1	ZC3H12A
CBR2	ESM1	LOC100044190	OSBPL3	SNCG	
CCDC85B	FAM162A	LOC100044204	PARP12	SOD2	
CCL2	GBP2	LOC100046120	PARP14	SOD3	
CCL4	GBP3	LOC100047963	PDK1	SRXN1	
CCL7	GCH1	LOC100048346	PPBP	STAT1	
CD47	GDF15	LOC667370	PPFIA3	STAT2	
CD55	GLRX	LRIG1	PRDX5	TAP1	
CH25H	GREM1	LUM	PTGES	TAPBP	
CISH	GSDMDC1	LY6E	PTX3	TCIRG1	
CP	GSTM1	MACROD1	RARRES2	TLR2	

Table S2. GO analysis of genes that have increased expression in *E2F3^{LQ}* MEFs.

**Table S2. GO analysis of genes that have increased expression in <i>E2F3^{LQ}</i> MEFs.**		
**GO Term**	**P-Value**	**Genes**
GO:0006950 Response to stress	7.84E-21	Pdk1 Hmox1 Cx3cl1 Trex1 Hp Tapbp Cxcl1 Nfkbiz Slc11a2 Fam162a Vegfa Tnfp1 Adar Rarres2 Prdx5 Irgm2 Mapk13 Aqp1 Ier3 Gch1 Gbp2 Egln1 Angptl4 Nqo1 Mgst1 Ifit3 Oasl2 Ifit2Enpp4 Gbp3 Cxcl16 Slc7a2 Ccl2 Cd55 Cd47 Stat1 Tlr2 Serping1 Tap1 Srxn1 Bcl3 Macrod1 Ikbke Nfkbia Mt2 Bst2 Ripk2 Sod2 Il1rl1 Sod3 Ccl4 Slc7a11 Ccl7 Dhx58
GO:0002376 Immune system process	6.64E-16	Hmox1 Cx3cl1 Ptx3 Tapbp Cxcl1 Slc11a2 Vegfa Tnfp1 Adar Rarres2 Irgm2 Vegfc Gch1 Gbp2 Ifit3 Oasl2 Ifit2 Gbp3 Cxcl16 Tmem176a Grem1 Slc7a2 Ccl2 Cd55 Cd47 Stat1 Tlr2Serping1 Tap1 Bcl3 Nfkbia Bst2 Ripk2 Sod2 Il1rl1 H2-T23 Ccl4 Ccl7 Dhx58 Tmem176b
GO:0006955 Immune response	5.23E-15	Hmox1 Cx3cl1 Cxcl1 Vegfa Tnfp1 Adar Irgm2 Gch1 Gbp2 Ifit3 Oasl2 Ifit2 Gbp3 Cxcl16 Ccl2 Cd55 Stat1 Tlr2 Serping1 Tap1 Bcl3 Nfkbia Bst2 Ripk2 Il1rl1 H2-T23 Ccl4 Ccl7 Dhx58
GO:0045087 Innate immune response	3.64E-13	Tnfp1 Adar Irgm2 Gch1 Gbp2 Ifit3 Oasl2 Ifit2 Gbp3 Cxcl16 Ccl2 Cd55 Stat1 Tlr2 Serping1 Tap1 Nfkbia Bst2 Ripk2 Dhx58
GO:0008152 Metabolic process	1.02E-11	Dcn Casp4 Adarb1 Pdk1 Hmox1 Cp Dgat2 Usp18 Trex1 Nfkbie Mkl1 Ptx3 A4galt Hp Ugt1a10 Map3k8 Tapbp Gstm1 Nfkbiz Slc11a2 Fam162a Vegfa Tnfp1 Adar Rarres2 Prdx5 Mmp3Dpep1 Irgm2 Mapk13 Vegfc Zc3h12a Aqp1 Ugt1a6a Ier3 Gch1 Gbp2 Egln1 Angptl4 Tor3a Nqo1 Mgst1 Rgs3 Mov10 Parp14 Stat2 Oasl2 Enpp4 Gbp3 Lum Cyp7b1 Uba7 Grem1 Slco4a1Slc7a2 Ptges Aldoc Ccl2 Cd55 Rgs16 Stat1 Tlr2 Trim21 Serping1 Tap1 Glrx Srxn1 Bcl3 Macrod1 Ikbke Cbr2 Nfkbia Esd Ch25h Helz2 Bst2 Phf11d Ly6e Serpina3g Ripk2 Ube2l6 Mmp13Sod2 Adss1 Igtp Dcxr Sod3 Ccl4 Ccdc85b
GO:0034097 Response to cytokine stimulus	2.04E-08	Cx3cl1 Trex1 Adar Irgm2 Gch1 Gbp2 Ifit3 Ifit2 Gbp3 Cxcl16 Ccl2 Stat1 Bst2 Serpina3g Ripk2 Il1rl1 Igtp
GO:0044237 Cellular metabolic process	1.53E-07	Dcn Adarb1 Pdk1 Hmox1 Dgat2 Usp18 Trex1 Nfkbie Mkl1 Ptx3 Hp Map3k8 Tapbp Gstm1 Nfkbiz Slc11a2 Vegfa Tnfp1 Adar Rarres2 Prdx5 Dpep1 Irgm2 Mapk13 Vegfc Zc3h12a Aqp1Ugt1a6a Ier3 Gch1 Gbp2 Egln1 Tor3a Nqo1 Mgst1 Rgs3 Mov10 Parp14 Stat2 Oasl2 Gbp3 Lum Cyp7b1 Uba7 Grem1 Slco4a1 Slc7a2 Ptges Aldoc Rgs16 Stat1 Tlr2 Trim21 Tap1 Bcl3 Macrod1 Ikbke Cbr2 Nfkbia Esd Ch25h Helz2 Phf11d Ly6e Ripk2 Ube2l6 Mmp13 Sod2 Adss1 Igtp Dcxr Sod3 Ccl4 Ccdc85b
GO:0035456 Response to interferon-beta	1.88E-07	Trex1 Gbp2 Ifit3 Gbp3 Stat1 Bst2 Igtp
GO:0007249 I-kappaB kinase/NF-kappaB cascade	2.94E-07	Hmox1 Lgals9 Tnfp1 Grem1 Stat1 Tlr2 Bcl3 Ikbke Nfkbia Bst2 Ripk2 Il1rl1
GO:0009611 Response to wounding	3.06E-07	Hmox1 Cx3cl1 Hp Cxcl1 Nfkbiz Tnfp1 Aqp1 Ier3 Enpp4 Slc7a2 Ccl2 Cd55 Cd47 Tlr2 Serping1 Sod2 Il1rl1 Ccl4 Slc7a11 Ccl7
GO:0034341 Response to interferon-gamma	6.88E-07	Irgm2 Gch1 Gbp2 Gbp3 Cxcl16 Ccl2 Stat1 Bst2
GO:0030595 Leukocyte chemotaxis	1.22E-06	Cx3cl1 Cxcl1 Vegfa Rarres2 Vegfc Cxcl16 Grem1 Ccl2 Ccl4 Ccl7
GO:0006979 Response to oxidative stress	4.41E-06	Pdk1 Hmox1 Hp Slc11a2 Prdx5 Aqp1 Egln1 Nqo1 Mgst1 Srxn1 Sod2 Sod3
GO:0002687 Positive regulation of leukocyte migration	8.22E-06	Cx3cl1 Vegfa Rarres2 Vegfc Ccl2 Tlr2 Ccl4 Ccl7
GO:0006954 Inflammatory response	9.76E-06	Hmox1 Hp Cxcl1 Nfkbiz Tnfp1 Ier3 Slc7a2 Ccl2 Cd55 Cd47 Tlr2 Serping1 Il1rl1 Ccl4 Ccl7
GO:0043122 Regulation of I-kappaB kinase/NF-kappaB cascade	2.16E-05	Hmox1 Lgals9 Tnfp1 Grem1 Stat1 Tlr2 Nfkbia Bst2 Ripk2 Il1rl1
GO:1901342 Regulation of vasculature development	9.74E-04	Hmox1 Cx3cl1 Vegfa Vegfc Aqp1 Egln1 Grem1 Ccl2 Stat1

Table S3. List of primers used for qRT-PCR.

**Table S3.** List of primers used for qRT-PCR		
**Gene Name**	**Forward (5'-3')**	**Reverse (5'-3')**
CCNE1	GGAAGACTCCCACAACATCC	GTCTCCTGCTCGTGCTCTG
CCNA2	GCTTCAGCTTGTAGGCACGG	ACTGTTGGTGCAGCCAAGTC
CDK1	GTCCGTCGTAACCTGTTGAG	AGTCTGATCTTCTTCATGGC
PCNA	CTGCAAGTGGAGAGCTTGGC	GTAGGAGACAGTGGAGTGGC
DHFR	AGAACCACCACGAGGAGCTC	CACAAAGAGTCTGAGGTGGC
TK1	CCTGACATTGTGGATTTCTGTG	TTCTCGGAAGCACTCCATGC
MCM2	AGATCCACCACCGTTCAAG	AGGAAGTATGCCAACACGTGC
MCM3	TGGCTTTCCCATCCAGTTCTG	TCTGGCATCTCCTGGATGGTG
MCM6	AGATCTGTCATACAGGCTGGTC	TCTTAATGCTCTCAGCGGTCTG
MCM7	ACATCACCTATGTCCACCAGC	TGTGGGCTGTCTCTCGTGGC
NASP	AGGACAGAGAAAATGACAAGGC	AGCATATCCCAGGCAAGTTCC
CHAF1A	TCCAGGAGGGAAAAGAGGGACC	TGCGGCATTGCTCCTGGAATTC
CHAF1B	TGGAAGATCCACAGGCTGGC	TGGTGTGTCGAGCAAGATTGG
CDT1	AACCTGGTGGAACTGTCAAGG	ATGTCAGGCACCTCGTCCAC
LIG1	AGTGCCAGCTGACCCACTCAC	GGAACACAGTCTCTACCATTGC
RPA2	TCCCAGCTGCTTTCTGCTACTC	GAGCCTTCTCCGCATGTCTG
IL1RL1	TTCTGGATTGAGGTTGCTCTG	GGAAGACCCGAGGGTAAATG
NFKBIE	GCCTCAACAGCATCTCATCC	TCGAAGGGCAAATAAGAAAGG
PPBP	CTCAGACCTACATCGTCCTGC	AGCGCAACAAGGATCAGGC
PTX3	CCTGCGATCCTGCTTTGTG	GGTGGGATGAAGTCCATTGTC
SLC7A11	ATCTTCGATACAAACGCCCA	AACCATGAAGAGGCAGGTGA
SRXN1	CCCAGGGTGGCGACTACTA	GTGGACCTCACGAGCTTGG
UGT1A6A	GTTTCTCTTCTAGTGCTTTGGG	CCTCGTTCACTGAGATGTTCTAC
VEGFC	TGCAGTGCATGAACACCAG	TGATTGTGACTGGTTTGGGG
CXCL1	TGCCTTGACCCTGAAGCTC	AGACAGGTGCCATCAGAGCAG
GAPDH	GCACAGTCAAGGCCGAGAAT	GCCTTCTCCA TGGTGGTGAA

How the deposited data were processed for this re-analysis (not part of the article)

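Gene expression was measured on 8 Illumina bead arrays of MEFs from embryonic day 13.5. The arrays held 4 clones, 2 per genotype, each once proliferating and once after 72 h of serum starvation, so each of the 4 groups had 2 arrays. Conditions, clones and replicate numbers were taken from the sample labels and the paper. No array was left out of the reported values.

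The authors deposited, for each probe and array, a signal intensity with no background correction or normalization visible in the values, and a detection p-value that compares the probe with negative control beads. The paper names GenomeStudio and states no normalization. The authors also deposited a table of processed intensity values, with medians of 8.4 to 8.5 and a lowest value of -14.4. These values show background subtraction and quantile normalization, whose settings are not given in the sources used here. They served as an alternative, after adding an offset of 16 and taking log2.

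Probes were named from the platform annotation: 23978 of 25697 had 1 gene symbol, 0 had several and 1719 had none. The Entrez gene of 23962 was in the RefSeq gene table, and 0 symbols changed through it. The paper's methods name the Mouse WG-6 array, and the deposited probes are fewer than that name would give, which was not settled here. The detection filter, a p-value under 0.05 on at least 2 arrays, kept 13666 probes. Where a gene had more than 1 passing probe, as 2471 genes did, the probe with the highest mean was used.

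Analyses used R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and figures were drawn with matplotlib 3.10.9. Intensities were normalized with neqc (offset 16). A linear model of the 4 groups, fitted with lmFit and eBayes, had 4 residual degrees of freedom and 3.28 from the prior. The contrasts were E2F3 LQ against WT in proliferating cells, the same in starved cells, their difference (interaction), and starved against proliferating cells averaged over both genotypes. P-values were adjusted by the Benjamini-Hochberg method over the 10214 features, and called under 0.05. A p-value beside a single gene in the text is limma's. Gene lists were tested with camera, with correlations as described, adjusted over the 24 lists of a contrast.

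The lists were the genes of Fig. 4E,F, Fig. 5C–K and Fig. 5L–N, DNA replication and G1/S, mitosis and G2/M, interferon response, NF-kB pathway, chemokines and cytokines, oxidative stress and NRF2 targets, hypoxia and glycolysis, cholesterol and fatty acid synthesis, p53 targets, extracellular matrix and myofibroblast, growth arrest and quiescence, E2F and Rb families, ribosomal proteins, embryo sex, and markers of macrophages and blood cells, endothelium, epithelium and keratinocytes, skeletal muscle, neural and glial cells, adipocytes, and cartilage and bone. Genes named in the text are those the paper names, a few members of each list with the smallest p, and the genes past the threshold with the largest changes and no overlap between groups. Where fewer passed, the non-overlapping genes with the smallest p filled the list and are given as values. Genes of Table S1 were matched by symbol.

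The scripts were tested on simulated data with the real design and limma's moderated spread of each gene, 10 times with 200 of 10214 genes changed. The simulated noise was independent between genes, equal in all 4 groups and without clone effects. On the real proliferating arrays the SD across genes of the difference between clones was 0.71 for E2F3 LQ and 0.37 for WT. The real arrays may therefore yield smaller shares than those given here. For the contrast of genotypes in proliferating cells, limma called 53.3% of genes changed by 1 on the log2 scale, 95.7% of those changed by 2 and 99.4% of those changed by 3, and 0.0979% of unchanged genes. For starved against proliferating cells these were 86.9%, 98.2%, 100% and 0.107%.

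The same clones were measured in both serum conditions, so for the serum effect and the interaction the arrays are paired by clone, as the sample labels give. The deviations of a clone's proliferating and starved arrays from their group means correlated across genes at 0.0908 for WT and 0.292 for E2F3 LQ. The fit with the clone as a block was an alternative. Other alternatives were no background correction, normexp with an offset of 50, median scaling, cyclic loess, the authors' normalized values, no detection filter, a stricter filter, the mean of a gene's probes, an intensity trend in the variance, only the 4 arrays of a condition, the clone as a random block, the methods' t-test, other thresholds, and leaving out each array and each clone.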

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

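The tests of explanations in this part were chosen after the result was seen. The exceptions are the counts of called genes over other pairings of the clones and over all 35 splits of the 8 arrays. The count over the splits that part every clone was chosen after it. Lists and contrasts were set before the result was seen. The genotype difference differed between starved and proliferating cells, by the interaction term, for interferon response (median -0.87, camera adjusted p = 4.45e-07), the NF-kB pathway (-0.59, adjusted p = 6.75e-05), chemokines and cytokines (-0.61, adjusted p = 0.000323), DNA replication and G1/S (0.21) and mitosis and G2/M (0.32). For all of them the adjusted p = 0.717 with an estimated correlation. The 2 positive medians, of replication and mitosis genes, were -0.037 and -0.060 without the array of proliferating E2F3 LQ clone 2.

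The negative interaction medians go with a pattern of a single array, proliferating E2F3 LQ clone 2, in which the Table S1 genes had a median of 2.06 (SD over genes 1.08). For the Table S1 genes as a set, the arrays argue against a genotype effect shared by both E2F3 LQ clones, since the median was -0.12 (SD over genes 0.54) in clone 4. They do not exclude it for single genes. In 23 of the 116 both E2F3 LQ clones lay above both WT clones, a separation that 9.54% of all genes tested showed. The study chose the 116 on the same arrays, so that share is no fair expectation for them. The paper reports the Fig. 5C–K genes as higher by RT-PCR, and without the clone 2 array their median here was 0.40. The arrays also argue against background correction or normalization, since in the deposited intensities the Table S1 genes already exceeded all others by 1.61, against 2.13 after normalization. A candidate explanation is a culture state shared with serum-starved cells: clone 2 minus WT clone 1, both proliferating, correlated with the starvation effect in clones 16 and 4 at r = 0.54 across 10214 genes, which are not independent replicates, against -0.11 for clone 4 minus clone 16 with the effect in WT clone 1, and the Table S1 genes had a median starvation effect of 1.63. The hypoxia and glycolysis genes, at 0.98 in clone 2, had a median starvation effect of 0.080 over members that went both ways, which decides nothing, so for them such a state and an effect of that clone cannot be told apart.

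In starved cells, for which the paper reports no arrays, replication genes had a median of 0.28 and mitosis genes of 0.27 in E2F3 LQ over WT. For clone differences unrelated to genotype, the pairing of clones farthest from 0 among the others gave -0.11 for the replication genes, and with 3 pairings the smallest share is 33.3%, too few for a share under 0.05. More cells passing through the whole cycle might restore an equal share of the fall in both groups, which was assumed and not tested. The E2F3 LQ clones regained 54.0% of the WT fall upon starvation in replication genes (47.4% in clone 2 and 60.6% in clone 4). In mitosis genes they regained 20.1% (24.3% and 15.9%). The mean log2 gains of replication and mitosis genes were 0.29 and 0.30 in clone 2 and 0.37 and 0.20 in clone 4. The mean WT changes upon starvation were -0.61 and -1.25. The unequal shares argue against more cycling cells as the whole cause only under that assumption. A genotype effect on G1/S genes, which the design names, stays open.

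Markers of macrophages and blood cells, which the paper does not discuss, were lower in E2F3 LQ, at -0.86 in proliferating and -0.91 in starved cells, with adjusted p = 0.497 and 0.726 with an estimated correlation, and the starved median was -1.45 in clone 2 and -0.26 in clone 4. None of the 13 genes is on another list or in Table S1, and those with the highest signals were Lyz1 and Lyz2, at 11.9 and 10.7 in proliferating WT and 9.79 and 8.30 in proliferating clone 4. In proliferating clone 4 all 13 lay below both WT clones with a median of -2.11, consistent with a lower share of macrophages in that culture. In proliferating clone 2 the median was -0.024, with C1qa, C1qb, C1qc, Laptm5 and Coro1a below both WT clones and Adgre1, Cd14, Lyz2 and Cd52 above both, which argues against such a lower share as the whole cause there, while Fcrls, Mrc1 and Cx3cr1, outside the list, also lay below both. The WT clones differed too, with clone 1 above clone 16 in all 13.

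With the clones paired by genotype, limma called 0 genes in proliferating and 0 in starved cells, and the highest count of another pairing was 5 and 3, with only 3 pairings and so no share below 33.3%. That pairing sets clones 1 and 2 against clones 4 and 16, with 2559 genes at an unadjusted p under 0.05 in proliferating cells against 288 for the real one. In starved cells these counts were 553 and 224, so the excess lay mainly in proliferating cells, among which the clone 2 array stood apart. The same split is also the one by replicate number and by Xist and Eif2s3y. The cause of the excess was not tested.

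Starvation changed 1119 genes upward and 1174 downward, a comparison the paper does not report from arrays. In a fit of 4 arrays against 4, the real split called 2907 genes, the only 1 of 35 splits to reach that, with 3 as the highest of the others. The 8 splits that, like the real one, part the arrays of every clone are too few for a share under 0.05 (12.5% at the smallest), and the highest count among the other 7 was 0. The split that called 3 parts no clone.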

How the results depend on the processing

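Leaving out each array and each clone, and all other alternatives in this part, were set before the data were examined. In starved cells, the Fig. 4E,F and replication lists kept their direction and stayed past the threshold with a preset correlation under every alternative. Counts of 0 for the genotype contrasts stayed 0 under all settings of background, scaling, filter, probes and variance. At an unadjusted p under 0.05 and at least 1.5-fold they were 53 higher and 92 lower in proliferating cells, 33 and 42 in starved cells and 66 and 55 for the interaction, with 11 Table S1 genes. The methods' t-test, unadjusted, gave 94 and 121, 258 and 296, and 150 and 160, with 1897 and 1984 for starvation and 3 Table S1 genes in starved cells, and after adjustment 1 gene in starved cells. With camera run on the t values of that test, the lists higher in proliferating E2F3 LQ no longer passed (Fig. 5C–K 1.07, interferon 0.87, NF-kB 0.72, hypoxia 0.45, chemokines 0.41, NRF2 0.28), nor did mitosis genes in starved cells (0.27). The cause was not tested. Median scaling moved the median of all genes to 0.12 in proliferating and 0.09 in starved E2F3 LQ over WT and to -0.13 for starvation, where it called 538 higher, 26.7% of calls against 48.8%.

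Leaving out arrays moved most values for proliferating cells. The lone array left was assumed to vary like the other groups. Called genes ranged from 0 to 289 higher and 0 to 119 lower, the highest without proliferating clone 4, which also gave 100 Table S1 genes against 0. Between leaving out proliferating clone 2 and clone 4, medians ran from -0.32 to 2.02 for interferon, -0.051 to 1.32 for NF-kB, -0.12 to 1.18 for chemokines, 0.029 to 0.58 for NRF2 and -0.047 to 0.98 for hypoxia. In the other order they ran from -0.010 to 0.46 for Fig. 4E,F, -0.17 to 0.39 for replication and -0.41 to 0.33 for mitosis. Table S1 genes above WT ran from 42 to 116 in proliferating and 49 to 89 in starved cells. Cholesterol genes in starved cells ran from -0.16 without WT clone 16 to 0.22 without WT clone 1.

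For the interaction, 0 to 25 genes were higher and 0 to 125 lower, the highest without proliferating clone 4, and 14 and 87 without both arrays of clone 4. Medians ran from -2.08 to 0.32 for interferon, -1.41 to 0.13 for NF-kB, -1.47 to 0.23 for chemokines and -0.94 to 0.059 for hypoxia, the lowest without proliferating clone 4 or both arrays of clone 4 and the highest without those of clone 2. They ran from -0.037 (without proliferating clone 2) to 0.46 (without clone 4) for replication, and from -0.16 to 0.72 for mitosis and 1.64 to -1.24 for macrophage markers without clone 2 and without clone 4. Macrophage markers were also at 0.58 without clone 16, 0.45 without proliferating WT clone 16 and 1.25 without proliferating clone 2.

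For starvation, calls ranged from 4 to 1589 higher and 0 to 1536 lower, lowest without clone 1.

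Between genotypes the arrays share a replicate number, which also follows Xist and Eif2s3y, and no clone. The replicate block left 0 calls in both conditions, and the deviations of replicate 1 correlated at 0.47 in proliferating and 0.18 in starved cells. With it, p53 targets (adjusted p = 0.0490) and epithelial markers (adjusted p = 0.0164) passed in proliferating cells, and epithelial markers (adjusted p = 0.0494) in starved cells. With this block, which for starvation pairs the arrays of a clone, starvation called 1130 higher and 1117 lower, and 3 lists given with the starvation results passed. The replicate block changed no other call. With the clone as a random block, epithelial markers passed as well (adjusted p = 0.0285 and 0.0302). The files do not name slides, so no slide block was run. Dim genes are limited by signal over background, as 47.2% to 48.3% of probes were detected.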

Differences from the paper's values

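The paper gives 134 genes as higher in proliferating E2F3 LQ MEFs and states no threshold, and limma called 0. Counts nearer to it came without adjustment: at an unadjusted p under 0.05 limma gave 115 genes, 11 of them in Table S1, and 131 with cyclic loess, and the methods' t-test gave 94, none of them in Table S1. By chance alone, a share of 0.05 of the 10214 features would reach such a p. That is more than the 115 higher and 173 lower from limma together, so the nearness of these counts to 134 carries no evidence. The count at an unadjusted p under 0.05 alone was set before the data were examined only for the methods' t-test. At the thresholds set then for limma, no alternative, cyclic loess included, comes within 1.5 times. Leaving out the clone 4 array gave 289 genes, of which 100 are in Table S1.

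The other pairs set fold differences on the arrays against RT-PCR graphs, another assay, whose bars are the paper's mean ± SD. In starved cells, E2F3 LQ over WT was 1.67 here for Mcm2, against about 7.1 in Fig. 4E, read by eye. Mcm3 was at 1.56, against about 10 in Fig. 4E, Mcm6 at 2.07, against about 5.4 in Fig. 4E, and Cdt1 at 1.39, against about 3.3 in Fig. 4E. Chaf1a was at 1.5, against about 4.3 in Fig. 4E, Chaf1b at 1.65, against about 3.7 in Fig. 4E, and Rpa2 at 1.56, against about 4.7 in Fig. 4E. Lig1 was at 1.41, against about 4.1 in Fig. 4E, and Nasp at 1.3, against about 4.7 in Fig. 4E. Ccne1 was at 1.18, against about 3.6 in Fig. 4F, and Cdk1 at 1.24, against about 5.3 in Fig. 4F. None of the alternatives tried removes these differences. Mcm7 was at 1.54, against about 2.4 in Fig. 4E. Leaving out starved WT clone 1 or starved E2F3 LQ clone 2 (1.64 each) removes the difference for Mcm7, and the other alternatives do not.

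In proliferating cells, Nfkbie was at 1.89, against about 4.5 in Fig. 5H, read by eye, and Ptx3 at 1.94, against about 4.8 in Fig. 5J, and no alternative tried removes either difference. Ppbp was at 2.45, against about 1.5 in Fig. 5I. No background correction (1.56), normexp with an offset of 50 (1.82), leaving out WT clone 1 (1.90) and leaving out E2F3 LQ clone 2 (1.93) bring Ppbp within 1.5 times. The mean of a gene's probes (2.74) lies farther away, but within its larger SD (1.24). The others do not remove the difference for Ppbp. Cdk1 was at 0.967, against about 1.6 in Fig. 5L. Median scaling (1.10) and leaving out E2F3 LQ clone 2 (1.23) remove it for Cdk1, and the others do not.

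The paper states that all named E2F targets were higher in starved E2F3 LQ MEFs. Here 13 of 14 had a higher mean, and Pcna was not above background. It also states that Cdk1 was higher in proliferating E2F3 LQ MEFs, where the log2 fold change here was -0.048, while Ccne1 (0.19), Mcm2 (0.37) and Mdm2 (0.47) were positive. For the genes of Fig. 5C–K the paper states significant increases, and here all 8 measured were positive and 0 passed over all genes.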

Other observations

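The starvation comparison and the lists were set before the data were examined, and the genes called for another pairing of the clones were looked at after it. Averaged over both genotypes, starvation changed many genes, with 1119 higher and 1174 lower after 72 h (limma, adjusted p under 0.05, 4 arrays against 4, 48.8% of calls higher, or 26.7% with median scaling). Ccl11, the eosinophil chemokine, rose by 4.43 on the log2 scale (standard error 0.73, adjusted p = 0.00752), Angptl4, an inhibitor of lipoprotein lipase, by 3.96, the protease inhibitor Serpina3n by 3.85 and the actin-severing protein gelsolin, Gsn, by 3.84 (adjusted p = 0.000525). The lipocalin gene Apod rose 19.7-fold (adjusted p = 0.00200). The muscle actins Acta1 and Actg2 fell by 3.72 and by 2.72, with log2 fold changes of -3.72 and -2.72, cartilage collagen Col2a1 was at -3.12, the nonmuscle myosin Myh10 at -2.75 and the dynactin subunit Dctn1 at -2.70 (adjusted p = 0.000397). Without both arrays of clone 1 limma called 4 higher and 0 lower, and without both of clone 16 it called 71 and 49. Leaving out proliferating WT clone 1 gave 533 and 595, starved WT clone 1 462 and 513, starved WT clone 16 462 and 480, starved E2F3 LQ clone 2 533 and 589, and starved E2F3 LQ clone 4 591 and 608.

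Cell cycle and sterol genes were lower after starvation. Of 25 mitosis and G2/M genes 22 fell (median -1.24, camera adjusted p = 2.02e-12), among them Birc5 (-1.72), Plk1 (-1.55) and Aurka (-1.54), and of 47 replication genes 21 fell and 1 rose (median -0.44, adjusted p = 5.45e-08), with Tk1 at -1.22 and Mcm3 at -1.12. Of the 14 Fig. 4E,F genes 11 fell (median -0.80, adjusted p = 2.65e-06). Of 25 cholesterol and fatty acid synthesis genes 20 fell (median -0.99, adjusted p = 6.03e-12), including Cyp51 (-2.06), Mvd (-1.88) and Fdps (-1.81), enzymes of the mevalonate and sterol pathway. Interferon genes were higher (median 1.25, adjusted p = 9.38e-10), with 11 called over all genes and 31 adjusted over the list alone, such as the antigen-processing genes Tap2 (2.50) and Psmb9 (2.42). The p53 targets had 10 higher and 1 lower (median 0.52, adjusted p = 5.12e-05), such as Fas (1.51), NF-kB genes 7 and 1 (median 0.92, adjusted p = 0.000159), NRF2 genes 13 and 3 (median 0.32, adjusted p = 0.00509), and Fig. 5C–K genes 5 and 1 (median 1.23, adjusted p = 0.0266). For all lists past the threshold here the adjusted p = 0.616 with an estimated correlation. The NRF2 and Fig. 5C–K lists did not pass without proliferating clone 4 (adjusted p = 0.212 and 0.0856).

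Chemokines (9 higher, 1 lower, adjusted p = 0.0948), growth arrest genes (7 and 2, with Pdgfra at 1.68 and Gas6 at 1.19, adjusted p = 0.108), hypoxia genes (3 and 4, adjusted p = 0.627) and matrix genes (8 and 11, with Tagln at -2.60, adjusted p = 0.591) did not pass as lists. With the clone as a block, chemokines (adjusted p = 0.0109), muscle markers (adjusted p = 0.0322) and neural markers (adjusted p = 0.0268) did.

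The remaining lists did not pass for the genotype difference in proliferating cells, apart from adipocyte markers. Under some alternatives a few did, as given below. Of 24 p53 targets 14 were positive (median 0.058, adjusted p = 0.0627), of 25 cholesterol genes 17 (median 0.041, adjusted p = 0.0772), of 23 growth arrest genes 12 (median 0.0059), of 11 E2F and Rb family genes 4 (median -0.22), of 24 ribosomal protein genes 7 (median -0.080) and of the 4 genes of Fig. 5L–N and its text 3 (median 0.28, adjusted p = 0.0627). Without the clone 2 array, cholesterol genes (median 0.30, adjusted p = 3.12e-06) and the Fig. 5L–N genes (0.32, adjusted p = 0.0232) passed, and without WT clone 16 cholesterol genes (0.13, adjusted p = 0.00374), p53 targets (0.14, adjusted p = 0.0218) and neural markers (-0.85, adjusted p = 0.00343) did. Of the cell type markers, 3 of 7 were positive for endothelium (median -0.022), 4 of 5 for epithelium (0.15, adjusted p = 0.0508), 4 of 6 for muscle (0.061), 1 of 5 for neural and glial cells (-0.25), 4 of 10 for cartilage and bone (-0.047) and 2 of 4 for embryo sex (0.0096). Adipocyte markers were lower (1 of 4 positive, median -0.47, adjusted p = 0.0388, and adjusted p = 0.497 with an estimated correlation). That list did not pass without WT clone 1 (adjusted p = 0.190), WT clone 16 (0.0650) or E2F3 LQ clone 2 (0.662), or with no detection filter (0.525) or the methods' t-test (0.625).

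In starved cells the lists higher in proliferating clone 2 did not differ from other genes between genotypes, with medians of 0.013 for interferon, 0.049 for NF-kB, 0.028 for chemokines, 0.017 for hypoxia and 0.035 for Fig. 5C–K genes. The 4 genes of Fig. 5L–N and its text were higher there (median 0.27, camera adjusted p = 0.0271, and adjusted p = 0.577 with an estimated correlation).

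For the interaction, the genes with the smallest p were Apoe (1.78) and Mrc1 (1.93) upward and Glrx3 (-1.20), Msl3 (-0.83) and Rdh12 (-1.02) downward, each at an adjusted p of 1.00 from limma. Fcrls, Smagp and Cx3cr1 upward and Klhl13 and Aldh1a1 downward were not above background on any array of at least 1 group, so no size is given for them. The lists of NRF2 targets (median -0.35, adjusted p = 4.45e-07), hypoxia (-0.46, adjusted p = 1.00e-05), Fig. 5C–K genes (-1.05, adjusted p = 2.61e-07), p53 targets (-0.13, adjusted p = 0.0159) and matrix genes (0.23, adjusted p = 0.0189) passed as well. For all of these the adjusted p = 0.717 with an estimated correlation, and without proliferating clone 2 the NRF2 (adjusted p = 0.727), hypoxia (0.353, median 0.059) and p53 (0.268) lists did not pass. Without proliferating WT clone 1 the p53 and matrix lists did not pass (adjusted p = 0.215 each), and the matrix list did not pass without proliferating clone 4 (0.175) or with genes detected on all 8 arrays (0.0596). With camera run on the t values of the methods' t-test none of the 5 passed (adjusted p from 0.686 to 0.934). Without the array of proliferating clone 4, the genes called higher in proliferating clone 2 over WT included the matrix protease gene Mmp3 (7.53) and the acute-phase gene Hp (5.95).

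With clones 1 and 2 set against clones 4 and 16, limma called Eif2s3y, Xist, Cd44, Col26a1 and an unnamed probe in proliferating cells. Y-linked Eif2s3y had log2 signals of 7.21 and 7.33 in clones 1 and 2 and 4.25 and 4.34 in clones 16 and 4, and Xist ran the other way (-2.27). Each genotype thus held a clone of each kind.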
